# Antidepressants Fluoxetine Mediates Endoplasmic Reticulum Stress and Autophagy of Non–Small Cell Lung Cancer Cells Through the ATF4-AKT-mTOR Signaling Pathway

**DOI:** 10.3389/fphar.2022.904701

**Published:** 2022-05-10

**Authors:** Shali Shao, Xibing Zhuang, Lin Zhang, Tiankui Qiao

**Keywords:** fluoxetine, non-small cell lung cancer, ATF4-AKT-mTOR signaling pathway, endoplasmic reticulum stress, autophagy

## Abstract

Fluoxetine, one of the latest clinical antidepressants, is reported to have the anti-proliferative effect on cancer cells *via* immune-related pathways. However, the mechanism is still not known. This study mainly focused on the discovery of the molecular basis of the inhibitory effect of fluoxetine in lung cancer. The specific anti-proliferation effect and autophagy induced by fluoxetine on lung cancer cell were shown in CCK8 and immunofluorescence. The RNA sequence hinted that the endoplasmic reticulum (ER) stress-related protein and mTOR pathway were enriched after fluoxetine treatment. Western blot results revealed that the ER stress pathway was activated by fluoxetine, including PERK, ATF4, and CHOP, while the AKT/mTOR pathway was inhibited. In addition, the transfection of ATF4 siRNA further discovered that ER stress participated in the inhibition of AKT/mTOR pathway and the induction of anti-proliferation and autophagy in the fluoxetine-treated cells. More importantly, fluoxetine was demonstrated to play cytotoxic activity in cancer cells without affecting normal cells. Our results showed that fluoxetine triggered the ATF4-AKT-mTOR signaling pathway to induce cell cycle arrest and autophagy restraining cancer cells’ growth in lung cancer. This study found fluoxetine unaffected the proliferation of normal lung epithelial cells, providing safe clinical therapeutic strategies for lung cancer patients with depression.

## Introduction

Lung cancer is a highly prevalent cancer worldwide with severe lethality, accounting for 30% of cancer-related death in China (Chen et al., 2016). Cancer patients suffer a high probability of getting depression, whose incidence is approximately 15% (Mitchell et al., 2011). To make the situation worse, the prevalence of depression in lung cancer, ranging from 16 to 29% (Hopwood and Stephens, 2000; Walker et al., 2006), is larger than the average of other cancers. The status of cancer will influence the process of depression and be influenced by the depression in turn. Specifically, long-lasting suffering and unhelpful effectiveness of anticancer treatment will boost depression and eventually speed up patients’ death (Akechi et al., 2008). Meanwhile, the influence of depression is multifaceted. Depression in cancer will accelerate the dysfunctional activation of the hypothalamic-pituitary axis; oxidative stress and inflammation; and a weakened immunosurveillance (Bortolato et al., 2017). Thus, therapeutical approaches that can simultaneously treat cancer and depression are valuable in clinic.

Antidepressants are widely used to cure depression. In the recent years, the tricycle antidepressants (TCA) were replaced by the newer generation antidepressants, because of the serious side effects. Fluoxetine, a selective serotonin reuptake inhibitor (SSRI), is one of the latest clinical antidepressants (Ginsburg, 2008). Reports demonstrated that fluoxetine also had an inhibitory effect on cancer progression in ovarian cancer (Lee et al., 2010), colon cancer, and breast cancer (Stepulak et al., 2008). However, in lung cancer the role that fluoxetine plays in cell death is still ambiguous.

The endoplasmic reticulum (ER) is an organelle that involves protein folding, calcium storage, and biosynthesis (Janssens et al., 2014). ER has a robust homeostasis system, but various factors can still destroy the balance, such as radiotherapy and chemotherapy. Under the stressed condition, the accumulation of misfolded or unfolded protein exceeds the ER protein folding capacity threshold, which will trigger ER stress (Bettigole and Glimcher, 2015). The ER stress can activate the HSP70-type BiP/GRP78, which dissociates from luminal domains to activate three related sensors (Bertolotti et al., 2000). PKR-like ER kinase (PERK), inositol-requiring enzyme 1α (IRE1α), and activating transcription factor 6α (ATF6α) are the main intraluminal ER proteins, and the activation of these proteins can trigger Unfolded Protein Responses (UPR) to maintain the homeostasis of ER (Bettigole and Glimcher, 2015). The role of ER stress is dual, either triggering cell death or cell survival, depending on the stress conditions and cell types (Jang et al., 2015; Shen et al., 2015). When the activation of UPR fails to cope with unfolded proteins to remain ER stability, it will trigger cell apoptosis, and in different malignancies, it can also cause autophagy to re-use the organelles (Lin et al., 2019). Accumulating evidences suggested that both ER stress and UPR are related to pathological processes, like cancer and depression (Lebovitz et al., 2015).

Here, we explore the anti-tumor potential of fluoxetine in lung cancer cells *in vitro*. We find that fluoxetine exerts an inhibitory role on cancer cells growth by inducing cell cycle arrest and autophagy without influencing normal cells. In addition, the ER stress-related pathway is involved in the anticancer treatment of fluoxetine. These results provide a new strategy of fluoxetine in the treatment of lung cancer patients with depression.

## Methods and Materials

### Cell Culture and Reagents

Paroxetine, fluoxetine, 3-MA, CQ were purchased by Sigma-Aldrich (Shanghai, China). The human lung cancer cell lines (H460 and A549) and normal lung epithelial cell (BEAS-2B) were supplied by Cell Bank (Shanghai, China). The human hepatoma cell line (Huh7) and normal liver cell line (L02) were gifted by Prof. Duo-Jiao Wu (Zhongshan Hospital, Shanghai, China). Primary antibody including p21 (2947), p27 (3686), CDK2 (18048), p62 (5114), LC3 (12741), PERK (5683), BIP (3177), ATF4 (11815), CHOP (2895), p-AKT (4060), AKT (9272), p-mTOR (2974), mTOR (2972), p-p70S6K (9234), p70S6K (97596), β-actin (3700), and GAPDH (5174) were bought from Cell Signaling Technology (Danvers, MA, United States). The cells were cultured in complete RPMI-1640 medium (Sigma, Louis, Missouri, United States) with 10% fetal bovine serum (FBS) (Biological Industries, Israel) at 37°C under 5% CO_2_.

### Cell Counting Kit-8 Assay

The cells were seeded in the 96-well plates (5000 cells/well). After 24 h of incubation, the cells were treated with fluoxetine for 24 h. Then, add 10ul/well CCK8 solution (Do jindo, Laboratories, Kumamoto, Japan) after changing the medium to FBS-free RPMI-1640 in the dark room. The cells were incubated at 37°C for 1 h. The OD value was gathered at 450 nm.

### Analysis of Cell Cycle

The cells were seeded in the 6-well plates (20 × 10^4^ cells/well). After 24 h of incubation, the cells were treated with the corresponding concentration of a drug. After 24 h, the cells were trypsinized and washed with PBS, and then, the cells were suspended with 70% ethyl alcohol at −20°C. The next day, the cells were stained with PI/RNase Staining Buffer (BD Bioscience) for 15 min after discarding the ethyl alcohol. Flow cytometer (Beckman Coulter) and ModFit LT 5.0 software were used to collect and analyze the results, respectively.

### Analysis of Cell Apoptosis

The cells were seeded in the 6-well plates (20 × 10^4^ cells/well). After 24 h of incubation, the cells were treated with the corresponding concentration of a drug. After 24 h, the cells were digested with EDTA-free trypsin and washed with Binding Buffer, and then, the cells were incubated with PI-FITC antibody (BD Biosciences) following the manufacturer’s instructions for 15 min. Flow cytometer (Beckman Coulter) was used to collect and analyze the results.

### Immunofluorescence

The cells were seeded in the 96-well plates (5000 cells/well). After 24 h of incubation, the cells were treated with the corresponding concentration of the drug for the next 24 h. After discarding the solution, the cells were fixed with 4% paraformaldehyde, then, the cells were permeabilized with 0.1% Triton X-100 and blocked with 5% BSA. The cells were incubated with LC3 antibody at 4°C overnight. On the next day, the cells were incubated with fluorophore-labeled secondary antibody for 1 h and washed with PBST, DAPI was used to stain the nucleus before observation. All of these steps were produced under dark condition.

### RNA-Sequencing Experiment

The cells were seeded in the 6-well plates (20 × 10^4^ cells/well). After 24 h of incubation, the cells were treated with the corresponding concentration of the drug for the next 24 h. After trypsining and washing, the total RNA was extracted from cells using TRIzol (Invitrogen). Library construction and sequencing were performed by HaploX Genomics Center (Jiangxi, China). The Cluster Analysis was processed with edge R (version 3.20.9) following manufacturer’s instructions. The libraries were sequenced on an Illumina PE150 platform and paired-end reads were generated. The Volcano Plot was achieved by DESeq2 (version 1.18.1). The analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway was performed by the cluster Profiler (version 4.0.1).

### Small Interfering RNA Experiment

The siRNA sequences against ATF4 were synthesized by Gima Company: ATF4-siRNA, 5′-TCC​CTC​AGT​GCA​TAA​AGG​A-3′. NC-siRNA, 5′- UUCUCCGAACGUGUCACG A-3′. Transfecting cells with 5ul siRNA plasmid using 8 ul X-tremeGENE, based on the manufacturer’s instruction, and treating cells with the mentioned drugs after transfection.

### Western Blot

The cells were extracted with a mixture of SDS and PMSF. The protein samples were measured with a BCA assay kit (ThermoFisher, United States). Then, SDS-PAGE gel was used to distinguish the protein, PVDF membrane to transfer protein, and 5% milk to block protein. After that, the membrane was trimmed according to the marker and incubated with corresponding primary antibodies at 4°C overnight. On the next day, the membrane was washed with TBST and incubated with a secondary antibody. ECL (Millipore, Billerica, MA) was applied to detect the band which was needed.

### Statistical Analysis

Statistical differences between the compared groups were determined by one-way ANOVA analysis and Tukey’s test in GraphPad Prism 7.0. Transcriptome data together with clinical characteristics were downloaded from TCGA database and processed with R version 4.0.1. Independent t-tests were used to assess the difference of gene expression between tumor tissues and adjacent normal tissues. Kaplan–Meier curve and log-rank test were usually performed to analyze the survival probability between groups based on differences in gene expression. All values were expressed as mean ± SD. *p* values <0.05 indicate statistically significant.

## Results

### The Comparison of Anti-Proliferative Effect Between Paroxetine and Fluoxetine in Multiple Cell Lines

To explore the beneficial therapeutic strategies for cancer patients with depression, we used antidepressants as a breakthrough to evaluate the therapeutic potential of different drugs. The anti-proliferative activities of paroxetine and fluoxetine in multiple cell types were assessed by CCK8. For NSCLC (non–small cell lung cancer) cell lines (H460 and A549), the results showed that both paroxetine and fluoxetine inhibited the cell viability in a concentration-dependent way (Figures 1A, B, F, G). Then, we compared the cytotoxicity of drugs in the human hepatoma cell line (Huh7). The data showed that paroxetine inhibited the growth of Huh7, while fluoxetine had a slightly inhibitory effect (Figures 1D, I). The results of normal lung epithelial cells (BEAS-2B) and normal liver cell line (L02) indicated that paroxetine had a greater effect on normal cells than fluoxetine (Figures 1C, E, H, J). Based on these data, we thought that the protective effect of fluoxetine on normal cells made it safer in clinical therapies, although the inhibitory effect of fluoxetine on tumor cells was not as significant as that of paroxetine, so we chose fluoxetine for further study.

**FIGURE 1:**
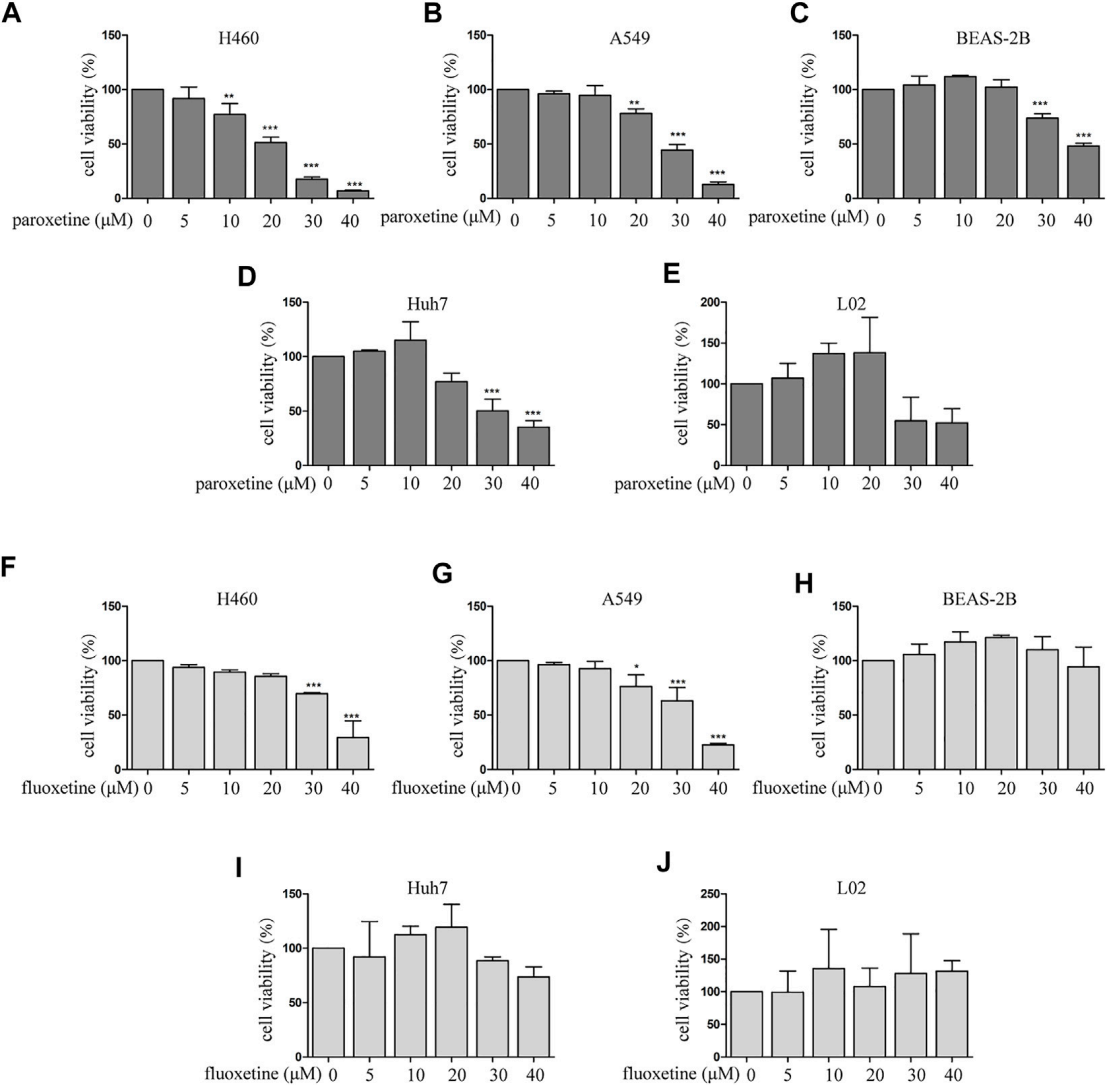
Comparison of paroxetine and fluoxetine for anti-proliferation effect in multiple cell lines. **(A–E)** Lung cancer cells (H460 and A549), normal lung epithelial cells (BEAS-2B), human hepatoma cell line (Huh7), and normal liver cell line (L02) were treated with paroxetine (0, 5, 10, 20, 30, and 40 μM) for 24 h. CCK8 was used to measure cell viability. **(F–J)** H460, A549, BEAS-2B, Huh7, L02 cells were treated with fluoxetine (0, 5, 10, 20, 30, and 40 μM) for 24 h, CCK8 was used to measure cell viability. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

### Fluoxetine Induced Apoptosis and Arrested Cell Cycle at G0/G1

To clarify the inhibitory mechanism of fluoxetine, we then focused on the cell apoptosis and cell cycle. Flow cytometry was used to evaluate the percentage of apoptosis and the distribution of the cell cycle. Firstly, we found that fluoxetine could induce apoptosis (Figure 2A). The results of flow cytometry showed that an increase in the percentage of apoptotic cells after fluoxetine treatment (Figure 2B). Then, we observed that the percentage of the G0/G1 phase was increased with the drug concentration, these results indicated that fluoxetine could arrest the cell cycle in G0/G1 phase, and this ability was in a concentration-dependent manner (Figure 2C). Meanwhile, we used western blot to evaluate the expression of cyclin-dependent kinases (CDKs) and p21, p27, the proteins related to the G1 phase. CDKs are the main regulator of the cell cycle, and CDK2 is an essential kinase for the G1/S transition (Du et al., 2016). p21 and p27 are well-known inhibitors of CDK2 (Levkau et al., 1998), which can cause cell cycle arrest at the G0/G1 phase. Our research found that fluoxetine could increase the expression of p21 and p27 and decrease CDK2 in a dose-dependent manner both in the H460 cells and A549 cells (Figure 2D). These results were consistent with the flow cytometry analysis. Therefore, we speculated that fluoxetine might arrest the cell cycle. Altogether, the fluoxetine induced inhibitory influence on cell proliferation was demonstrated from these results.

**FIGURE 2:**
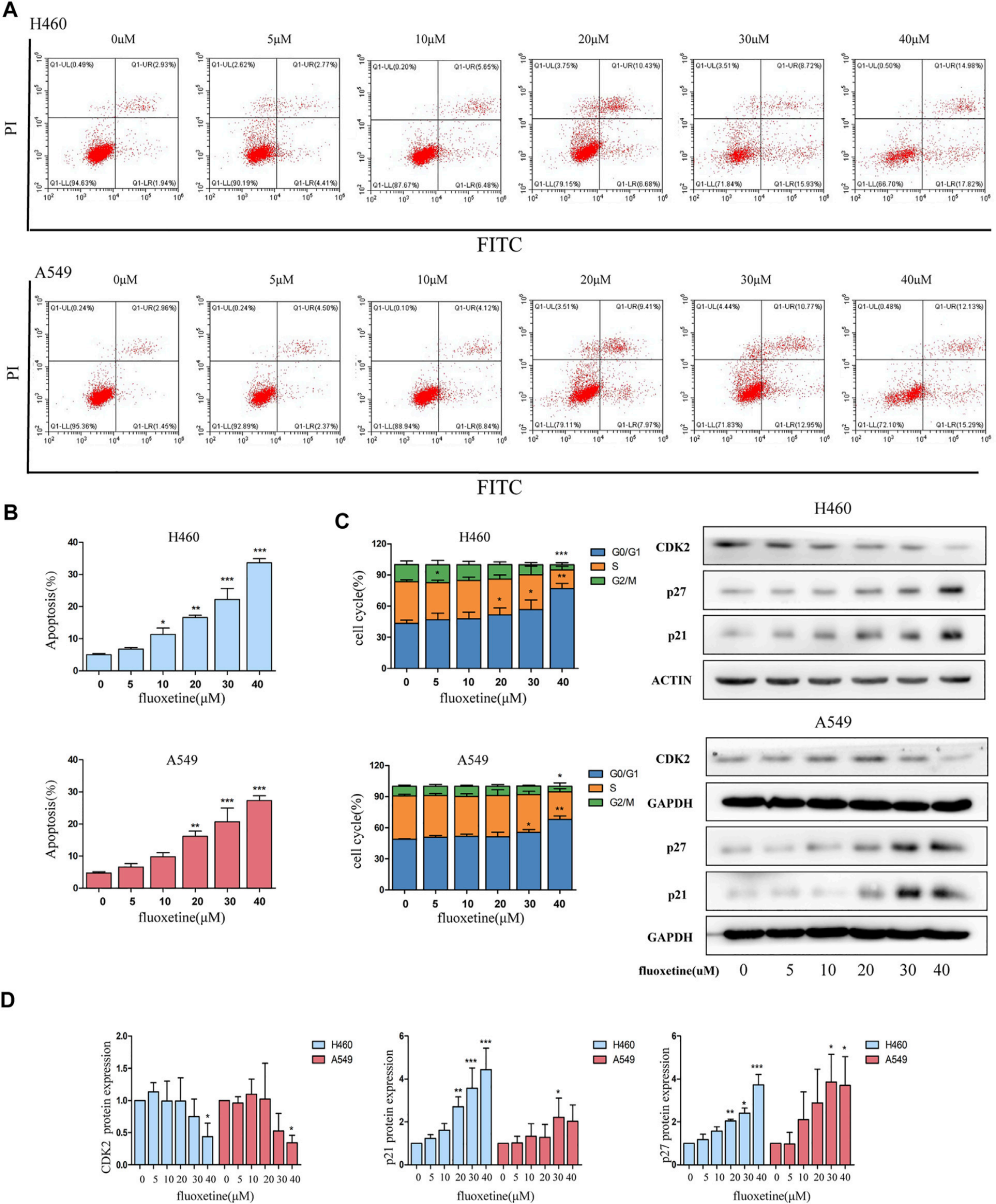
Fluoxetine arrested cell cycle at G0/G1. **(A)** Cells were treated with fluoxetine (0–40 μM) for 24 h, performed PI/FITC staining, and analyzed with flow cytometry. **(B)** Percentage of apoptosis cells was analyzed. **(C)** Distribution of the cell cycle was analyzed by ModFit LT 5.0 software and the result of the Western blot of CDK2, p27, and p21. The images were collected from different parts of the same gel. **(D)** Quantitative analysis of optical band densitometry. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

### Fluoxetine Induced Autophagy

Then, we shone a light on autophagy to discover the underlying mechanism of fluoxetine in regressing cell proliferation. Immunofluorescence was used to observe the autophagosome. We found that the intensity of the fluorescence increased with the drug concentration. The same phenomena could be detected in A549 cells as well (Figure 3A). Then, the western blot was used to measure the expression of autophagy-related proteins. p62 and LC3 are the two markers of autophagy; therefore, these proteins can represent autophagy to some extent. We found that as the drug concentration increased, the expression of p62 and LC3B continued to increase, while the level of LC3A decreased (Figure 3B). Another obvious phenomenon that could be observed was that the induction of autophagy flux gradually became more significant over time. Compared with control group, the level of LC3B changed from 3 h and gradually became obvious, reaching the maximum at 24 h (Figures 3C, D). Therefore, we thought autophagy could be induced by fluoxetine in a dose-dependent and time-dependent fashion.

**FIGURE 3:**
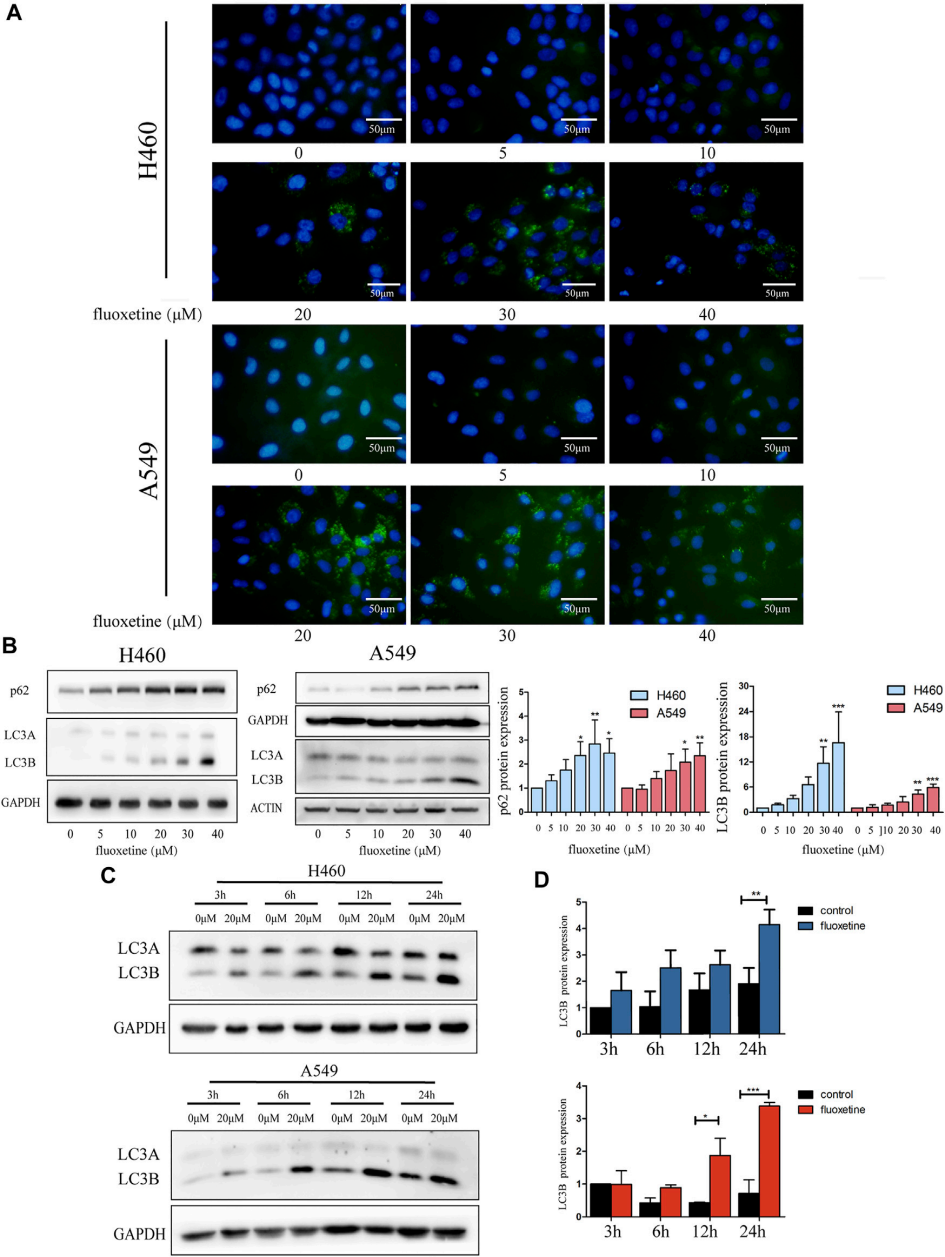
Fluoxetine induced autophagy in a dose and time-dependent way **(A)** Cells were treated with fluoxetine (0–40 μM) for 24 h. Immunofluorescence of LC3 (green) and nuclear (blue) were used to observe autophagy. Scale bars were 50 μm. **(B)** The Western blot result of p62 and LC3. Cells were treated with fluoxetine (0–40 μM) for 24 h. The images were collected from different parts of the same gel. **(C)** Western blot result of LC3 in control and fluoxetine groups. Cells were treated with fluoxetine (20 μM) for 3, 6, 12, and 24 h. The images were collected from different parts of the same gel. **(D)** Quantitative analysis of optical band densitometry. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

3-methyladenine (3-MA) and chloroquine (CQ) are the well-known inhibitors of autophagy, which can prevent the formation of autophagy. Therefore, we used 3-MA and CQ to further investigate the function of fluoxetine to autophagy. The image of immunofluorescence showed that the treatment of CQ did produce the autophagic flux, and when combined with fluoxetine, the phenomenon was more obvious. In contrast, using 3-MA for 24 h led to decreased fluoxetine-induced LC3B formation (Figure 4A). Then, we applied western blot to further confirm this result. The data demonstrated that fluoxetine or CQ alone increased the expression of LC3B and p62, and the co-treatment of fluoxetine and CQ could produce higher expression. When using 3-MA, the expression of LC3B and p62 were low. Both effects occurred on H460 and A549 cells (Figure 4B). These results confirmed that fluoxetine had a role in the induction of autophagy.

**FIGURE 4:**
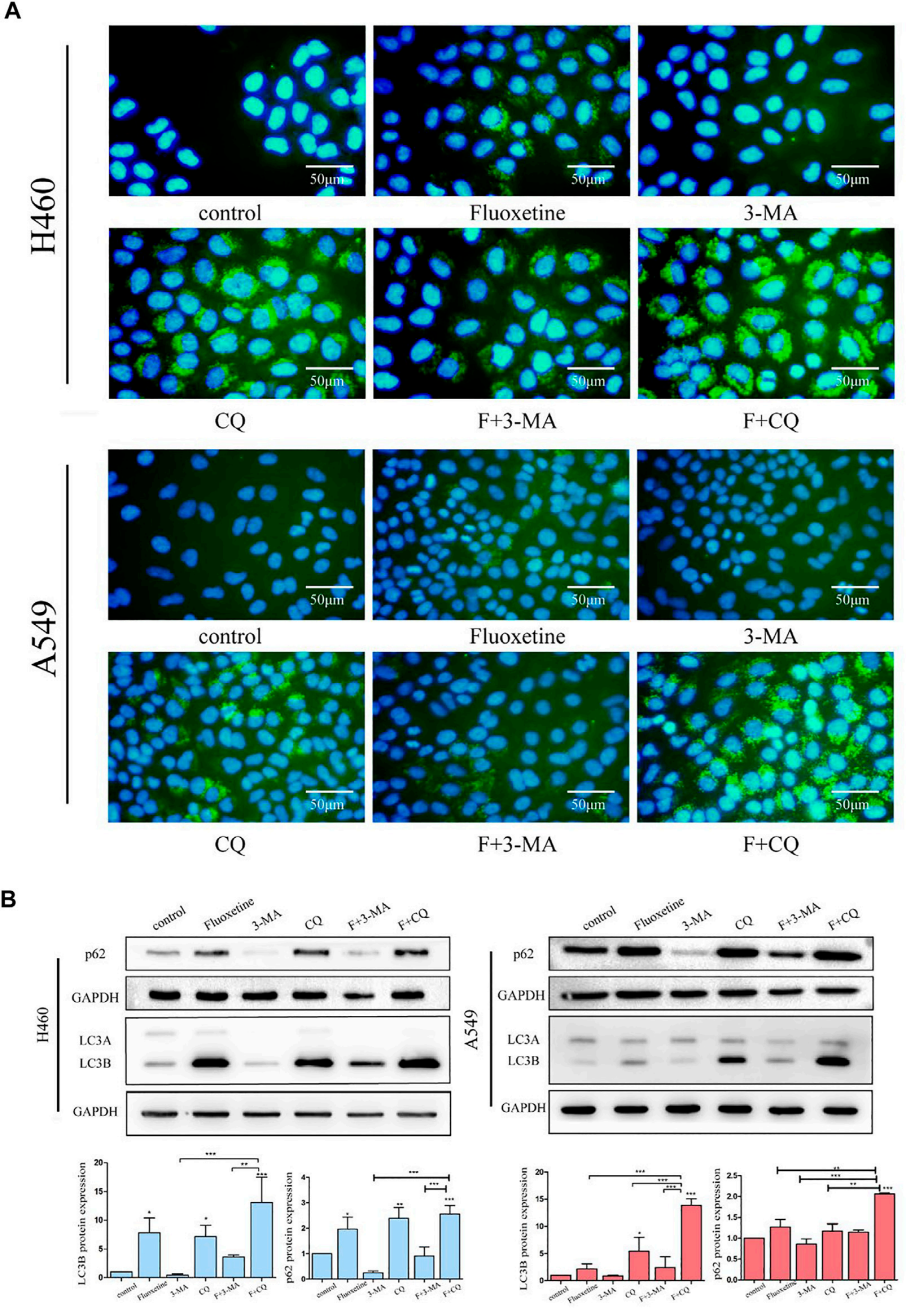
Fluoxetine induced autophagy in a dose and time-dependent way **(A)** immunofluorescence of LC3 (green) and DAPI (blue) was used to observe the autophagy. Cells were treated with 20 μM fluoxetine (F), 1 mM 3-MA, 40 μM CQ, the combination of fluoxetine plus rapamycin, and fluoxetine plus chloroquine for 24 h. Scale bars 50 μm. **(B)** Result of the Western blot of LC3 and p62. The treatment of drugs was used as described previously. Quantitative analysis of optical band densitometry was conducted. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

### Fluoxetine had a Connection With ER Stress and the mTOR Signaling Pathway

In order to investigate the specific mechanism of fluoxetine, we chose H460 cells that were more sensitive to the drug. RNA sequencing (RNA-seq) was used to study the transcriptome of cells treated with fluoxetine and analyze the difference with control treatment. In this result, 166 differentially expressed genes (*p* < 0.05, fold change ≥2) were identified, of which 12 genes were downregulated, and 154 genes were upregulated (Supplementary Figure S1). 

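H460 is a human lung cancer cell line, established from a large cell carcinoma. RNA of H460 cells exposed to 20 µM fluoxetine for 24 h and of control cells was sequenced in 3 libraries per group, as paired-end reads of 150 bases. The dose is that of the deposited sample descriptions, since the methods give it only as the corresponding concentration. For 31762 genes, the authors deposited the number of reads counted on the gene in each library, without normalization, beside the log2 fold change, p-value and adjusted p-value of their own comparison. The aligner, the counting program and whether the counting used the strand of the reads are not named in the paper's text. The gene coordinates are those of the human genome build GRCh38, and 96.61% of the genes shared with GENCODE release 29 had the same start and end there. The reads counted on genes were 22426573, 19343565 and 27823667 in control replicates 1, 2 and 3, and 16157507, 16895757 and 17113538 in fluoxetine replicates 1, 2 and 3. The median was 22426573 in the control group and 16895757 in the fluoxetine group, so every fluoxetine library was sequenced less deeply than every control library. The limit that a count of 0 allows, 3 counts, lay between 0.108 and 0.186 CPM (the counts of a gene scaled by the size of its library), and covers counting error alone. The 10 most abundant genes took between 8.49% and 9.19% of the counts of a library. Counts of replicates differed by more than the sampling noise. The chi-square per degree of freedom lay between 3.69 and 25.2 for pairs of libraries within a group. Control replicate 3, the deepest library, gave 25.2 with control replicate 1 and 14.0 with control replicate 2. Between control replicates 1 and 2 the value was 6.16. Pairs across the groups lay between 22.7 and 52.6. All 6 libraries were therefore kept as separate replicates. The counts were tested with edgeR's quasi-likelihood test after TMM normalization, whose factors lay between 0.985 and 1.02, with Benjamini-Hochberg adjustment over the 15646 genes that edgeR's filter on low counts kept. The square root of the common dispersion, a measure of the relative spread between replicates beyond counting error, was 0.107. The choices that could change the numbers are the test, the normalization, the filter on low counts and whether the p-value is adjusted.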

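At an adjusted p-value under 0.05 and a fold change of at least 2, 218 genes differed between the groups, of which 195 were upregulated and 23 downregulated by fluoxetine. The paper gives its threshold as a p-value, and at an unadjusted p-value under 0.05 with the same fold change 289 genes passed, 243 of them upregulated and 46 downregulated. The authors' deposited table holds 153 upregulated and 12 downregulated genes by its adjusted p-value, and 311 and 78 by its unadjusted p-value. The paper's 154 and 12 lie close to the adjusted counts, which argues against an unadjusted threshold in the paper. Of the 165 genes past the adjusted threshold in the authors' deposited table, 163 were also past it here, and the other 2, AP001596.1 and CBLN2, were singled out only after their values were seen. Without a minimum fold change, 2047 genes had an adjusted p-value under 0.05, 1214 of them upregulated and 833 downregulated, so the share of upregulated genes was 59.3% there and 89.4% among the genes changed at least 2-fold. In all 218 genes, every fluoxetine library lay on one side of every control library, which held for 31.9% of all tested genes and holds for 10% by chance. For a single gene, 3 libraries against 3 cannot give an exact permutation p-value below 0.1. The number of downregulated genes moved most when control replicate 3 was left out, to 64, beside 213 upregulated genes.

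**Figure D1:**
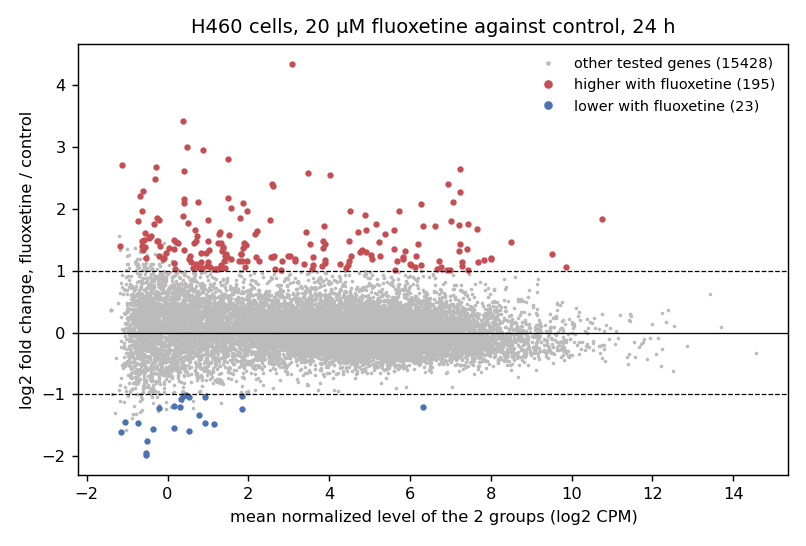
Log2 fold change of fluoxetine over control (vertical axis) against the mean normalized level of the groups in log2 CPM (horizontal axis), 1 point per tested gene. Red points are the 195 upregulated and blue points the 23 downregulated genes, grey points are other tested genes, and dashed lines mark a fold change of 2 in either direction. Downregulated genes sit mostly at low levels, while upregulated genes extend to higher ones.

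The largest rise was that of PRUNE2 (ENSG00000106772), which lies on chromosome 9 from 76611376 to 76906087 on the minus strand. Its level was 0.779 ± 0.179 CPM (SD, n = 3) in control cells and 16.2 ± 2.38 CPM (SD, n = 3) after fluoxetine treatment, a log2 fold change of 4.34 (standard error 0.20, adjusted p = 1.04e-06 from edgeR's quasi-likelihood test). RENBP rose by 3.42, NUPR1 by 3.00, AC114947.2 by 2.95 and HSD17B14 by 2.80 on the log2 scale, with adjusted p-values from edgeR between 1.47e-04 and 7.69e-04. Their mean counts lay between 22.5 and 49.5 per library. In the control libraries RENBP had 4 to 7 counts and NUPR1 6 to 8, so the size of their rises rests on few reads. AC114947.2 is an antisense gene that overlaps HMGCS1, which rose by 2.65, so its count is uncertain where the counting did not use strand. The largest falls among genes whose groups did not overlap were those of MIR25, CFAP45, PI3, PLEKHA7 and PALM3, with log2 fold changes of -1.98, -1.95, -1.75, -1.61 and -1.60 and adjusted p-values from edgeR between 0.00550 and 0.0349. These 5 genes had mean counts between 9.7 and 30.8 per library. MIR25 lies within MCM7 on the same strand, which had a log2 fold change of -0.40, and PLEKHA7 holds a processed pseudogene, AC116533.1, with a mean count of 388.2, so both counts are uncertain. When each library was left out in turn, PI3 and PLEKHA7 stayed past the adjusted threshold in 1 of 6 fits each and MIR25 in 5 of 6, failing without fluoxetine replicate 1 (adjusted p = 0.0692 from edgeR).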

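The paper's text does not name its set of autophagy-related genes. A list of 223 such genes was therefore written by hand from general knowledge before the data were examined, but with Figure 5A known. Of its 199 tested genes, 47 had an adjusted p-value under 0.05 at any fold change, 37 of them upregulated and 10 downregulated. Adjusted over the list alone, 59 genes passed. With a fold change of at least 2, 5 genes passed under either adjustment, namely KLHL24, ZFYVE1, SQSTM1 and DDIT3, which were upregulated, and CCL2, which was downregulated. The minimum fold change is thus the choice that moved the number most. KLHL24 (ENSG00000114796, chromosome 3, 183635568 to 183684477, plus strand) encodes an adaptor of a ubiquitin ligase. Its level rose from 1.98 ± 0.436 CPM (SD, n = 3) to 10.3 ± 0.951 CPM (SD, n = 3), a log2 fold change of 2.36 (standard error 0.18, adjusted p = 2.78e-05 from edgeR). ZFYVE1 (ENSG00000165861, chromosome 14, 72969451 to 73027212, minus strand) encodes a protein of the membranes on which autophagosomes form. Its level rose from 9.42 ± 0.809 CPM (SD, n = 3) to 20.4 ± 0.681 CPM (SD, n = 3), a log2 fold change of 1.12 (standard error 0.11, adjusted p = 1.97e-04 from edgeR). SQSTM1 (ENSG00000161011, chromosome 5, 179806398 to 179838078, plus strand) encodes p62 and was far more abundant, at 603.4 ± 47.4 CPM (SD, n = 3) in control cells and 1252 ± 66.0 CPM (SD, n = 3) after fluoxetine treatment. Its log2 fold change was 1.05 (standard error 0.08, adjusted p = 2.33e-05 from edgeR). These 3 genes stayed past the adjusted p-value under each alternative and with each library left out in turn, although the log2 fold change of SQSTM1 fell to 0.97, under the minimum, without control replicate 3 and to 0.98 without fluoxetine replicate 2. CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203, plus strand) encodes a chemokine. Its level was 1.73 ± 0.614 CPM (SD, n = 3) in control cells and 0.733 ± 0.12 CPM (SD, n = 3) after fluoxetine treatment, from counts of 31 to 45 and of 10 to 14 per library. The log2 fold change of CCL2 was -1.20 (standard error 0.35, adjusted p = 0.0471 from edgeR). It passed the threshold in 1 of the 6 fits that each left out one library, the fit without control replicate 3, and its adjusted p-value lay between 0.00526 and 0.149 over all alternatives.

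**Figure D2:**
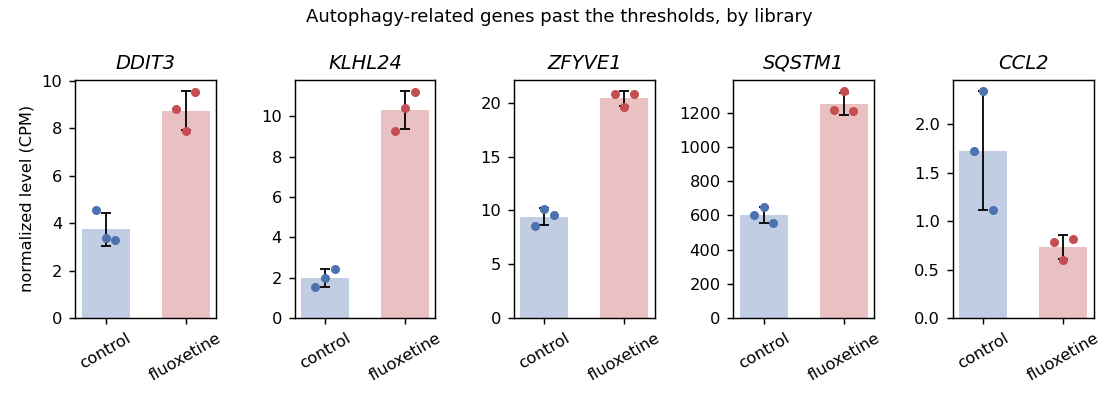
Normalized level in CPM (vertical axis, from 0, a separate scale for each gene) of the 5 genes in each library. Points are libraries, bars are the mean of 3 libraries and error bars the SD. Every fluoxetine library lies above every control library for DDIT3, KLHL24, ZFYVE1 and SQSTM1, and below for CCL2, where the control libraries spread from 1.12 to 2.34 CPM.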

We further analyzed the autophagy-related genes in the gene pool, and four genes proved to be significantly different. Interestingly, we found DDIT3, also known as C/EBP homologous protein (CHOP), was upregulated after fluoxetine treatment (Figure 5A). 

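DDIT3 (ENSG00000175197) lies on chromosome 12 from 57516588 to 57520517 on the minus strand. It was counted 100, 65 and 91 times in control replicates 1, 2 and 3, and at least 133 times in each of the less deeply sequenced fluoxetine libraries. After normalization its level was 3.73 ± 0.697 CPM (SD, n = 3) in control cells and 8.76 ± 0.821 CPM (SD, n = 3) after fluoxetine treatment. The lowest fluoxetine library, at 7.91 CPM, was above the highest control library, at 4.54 CPM. The log2 fold change was 1.23 (standard error 0.17, adjusted p = 0.00142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 1.10 and 1.36 when each library was left out in turn, with adjusted p-values from edgeR between 0.00194 and 0.0168. In the authors' deposited table the log2 fold change of DDIT3 is 1.21. The 3′ end of DDIT3 overlaps that of MARS, which lies on the plus strand from 57475445 to 57517569, so reads from the overlap could have been counted on either gene if the counting did not use strand. MARS had a mean count of 3279 per library and a log2 fold change of -0.17 (adjusted p = 0.170 from edgeR).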

CHOP is a characteristic biomarker of ER stress (Senft and Ronai, 2015). A plethora of studies has been conducted to investigate the relationship between ER stress and autophagy (Song et al., 2018). Taking these into consideration, we wanted to explore the connection between autophagy and ER stress after fluoxetine treatment. Western blot was used to detect the ER stress-related markers. BIP expression was detected firstly, and it was found that fluoxetine induced an up-regulation of BIP levels. The activation of BIP can trigger the downstream sensors and the PERK pathway involved in autophagy is one of these sensors (Kouroku et al., 2007). The result of western blot showed that fluoxetine increased the content of PERK, activating transcription factor 4 (ATF4), and CHOP in a dose-dependent way (Figure 5C). All these results indicate that fluoxetine had a close relationship with ER stress.

**FIGURE 5:**
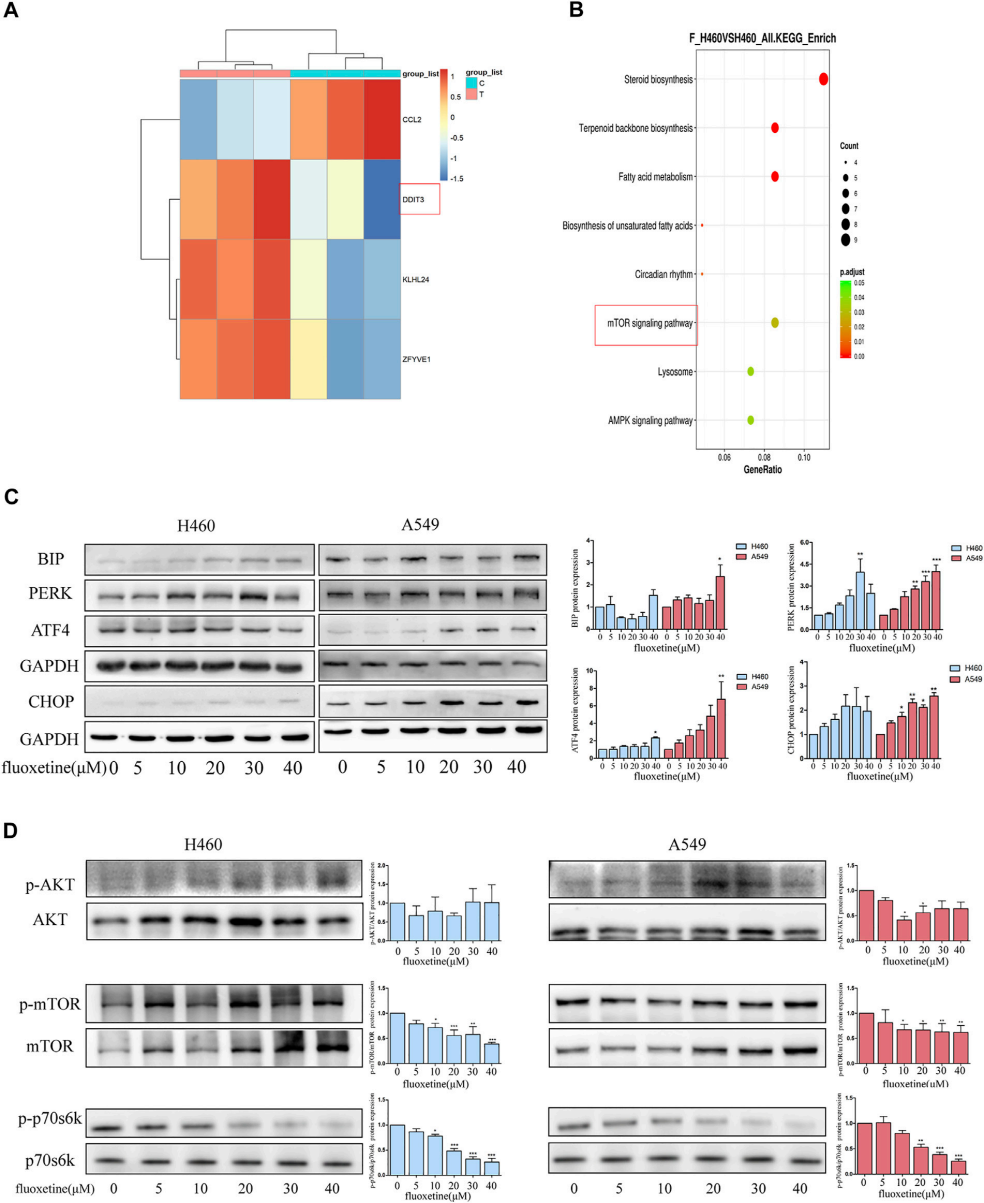
Fluoxetine had a connection with ER stress and mTOR signaling pathway. **(A)** Autophagy-related genes were analyzed in a gene set. **(B)** Top 8 enriched KEGG pathways. **(C)**Western blot was used to analyze the expression ER stress related proteins, including BIP, PERK, ATF4, and CHOP. The images were collected from different parts of the same gel. **(D)** Western blot was used to analyze the expression of p-AKT, AKT, p-mTOR, mTOR, p-p70s6k, and p70s6k. The images were collected from different parts of the same gel. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

The analysis of the KEGG showed that the genes were enriched in 8 pathways which included biosynthesis, metabolism, mechanistic target of rapamycin kinase (mTOR) signaling pathway, lysosome, and AMPK signaling pathway (Figure 5B). 

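KEGG pathway membership was taken from the authors' deposited table, which annotates 6156 genes. Of the 218 differentially expressed genes, 94 had such an annotation, and they were compared with the 4755 tested genes that had one by a one-sided Fisher's exact test. The adjustment covered the 143 pathways with 10 to 500 tested members and at least 1 differentially expressed gene. An adjusted p-value under 0.05 was reached by 4 pathways, all of them among those of Figure 5B. In steroid biosynthesis, 9 of 17 tested genes were differentially expressed against 0.336 expected (odds ratio 61.6, adjusted p = 9.55e-10 from Fisher's exact test). Terpenoid backbone biosynthesis had 7 of 20 genes (odds ratio 28.8, adjusted p = 4.24e-06), fatty acid metabolism 7 of 41 (odds ratio 10.9, adjusted p = 5.84e-04) and biosynthesis of unsaturated fatty acids 5 of 22 (odds ratio 15.3, adjusted p = 0.00196), by the same exact test. All differentially expressed members of these pathways were upregulated except BAAT in the last one, which lost significance with DESeq2, limma-voom and equal depth, and in 5 of 6 fits that left out one library. The most significant members were MSMO1 in steroid biosynthesis (log2 fold change 2.11), HMGCS1 in terpenoid backbone biosynthesis (2.65) and FADS2 in both fatty acid pathways (2.26). FADS2 overlaps FADS1 on the other strand, which rose by 1.47. The 4 other pathways of Figure 5B had more differentially expressed genes than expected without reaching the adjusted threshold. Circadian rhythm had 4 of 27 genes (odds ratio 8.96, adjusted p = 0.0507), AMPK signaling 6 of 98 (odds ratio 3.39, adjusted p = 0.203) and lysosome 6 of 111 (odds ratio 2.96, adjusted p = 0.251), by the exact test. The number of over-represented pathways of Figure 5B moved most without a minimum fold change, to 2, which were steroid biosynthesis and lysosome (adjusted p = 5.54e-05 for lysosome, by the exact test).

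**Figure D3:**
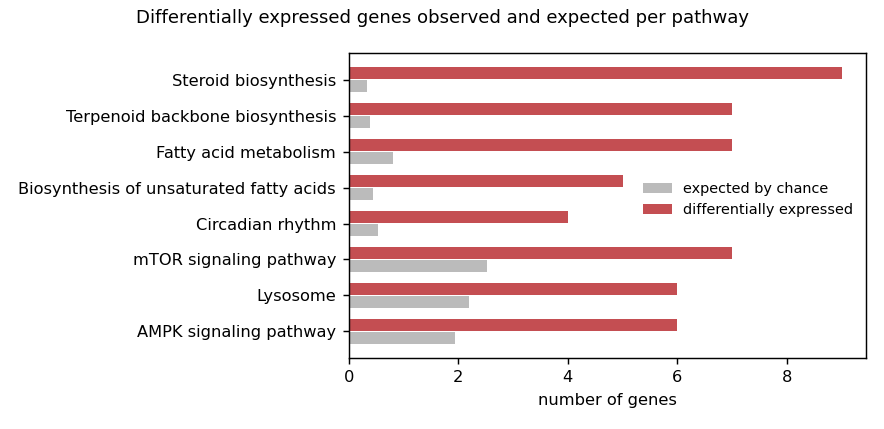
Number of differentially expressed genes in each pathway of Figure 5B (red bars) beside the number expected by chance from the pathway's size (grey bars), on a horizontal axis that starts at 0. Steroid biosynthesis has 9 genes against 0.336 expected, and the mTOR signaling pathway 7 against 2.53.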

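In the mTOR signaling pathway, 7 of 128 tested genes were differentially expressed against 2.53 expected (odds ratio 3.02, p = 0.0128 and adjusted p = 0.203 from the one-sided Fisher's exact test). All 7 were upregulated. They were RRAGD, LPIN1, FNIP1, RPS6KA2, RRAGC, FLCN and ATP6V1C1, with log2 fold changes between 1.02 and 2.54 and adjusted p-values from edgeR of at most 0.00239. RRAGD, the gene with the largest rise (ENSG00000025039, chromosome 6, 89364636 to 89412270, minus strand), went from 4.77 ± 0.390 CPM (SD, n = 3) to 27.7 ± 2.98 CPM (SD, n = 3). At any fold change, 32 members were upregulated and 2 downregulated at an adjusted p-value under 0.05, and the median log2 fold change of the tested members was 0.13. The transcripts of the kinases themselves changed little. MTOR had a log2 fold change of 0.08 (standard error 0.11, adjusted p = 0.669 from edgeR), AKT2 of -0.04 (adjusted p = 0.794) and RPS6KB1, which encodes p70s6k, of -0.02 (adjusted p = 0.917), by the same test. MTOR and RPS6KB1 changed direction around 0 in at least 1 alternative. The log2 fold change of AKT1 was -0.20 (adjusted p = 0.0942 from edgeR), and without control replicate 3 it was -0.25 (adjusted p = 0.0343 from edgeR). RNA counts do not measure phosphorylation, which the paper measured by western blot.

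**Figure D4:**
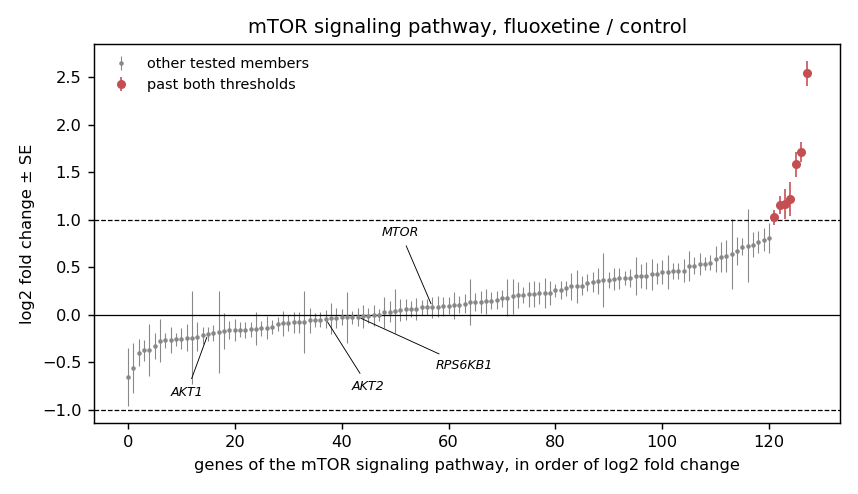
Log2 fold change of fluoxetine over control with its standard error (vertical axis) for the 128 tested genes of the mTOR signaling pathway, in order of their log2 fold change (horizontal axis). Red points are the 7 genes past both thresholds, grey points the other members, and dashed lines mark a fold change of 2 in either direction. The 7 red points lie between 1.02 and 2.54, while MTOR, AKT1, AKT2 and RPS6KB1 lie between -0.20 and 0.08.

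From the mTOR signaling pathway in this enrichment and its known role in autophagy, the paper went on to measure AKT and mTOR. From its western blots of these proteins and of ER stress markers, it proposes that ER stress and AKT/mTOR signaling might play a role in fluoxetine-treated cells.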

AKT serine/threonine kinase (AKT)/mTOR signaling pathway has been proved to play a critical role in regulating the process of autophagy (Heras-Sandoval et al., 2014). Hence, we detected the expression of AKT and mTOR. In our results, the fluoxetine could down-regulate the p-AKT/AKT, p-mTOR/mTOR, and p-p70s6k/p70s6k in a dose-dependent way (Figure 5D). Based on these results, we thought that the ER stress and AKT/mTOR signaling pathway might play a significant role in fluoxetine-treated cells.

### AKT/mTOR Signaling Pathway was Regulated Through ATF4 in Fluoxetine Treatment

A recent study has demonstrated that ER stress can regulate the mTOR signaling pathway to exert anti-cancer effect (Yao et al., 2020). Thus, we further investigated the regulation of ER stress and AKT/mTOR signaling pathway induced by fluoxetine. The role of CHOP and ATF4 were identified first. The bioinformatic analysis showed that ATF4 had a higher expression in the tissues of patients with lung squamous cell carcinoma (LUSC) and lung adenocarcinoma (LUAD) (Figures 6A, D), and the higher expression of ATF4 was significantly related to longer overall survival (OS) and disease-specific survival (DSS) of NSCLC patients (Figures 6B, C, E, F). The role of CHOP in expression and prognosis is not obvious (data not shown). Therefore, we chose ATF4 for further experimental validation. To clarify whether the downregulation of AKT/mTOR signaling pathway was induced by ATF4, the cells were transfected with ATF4 siRNA and the western blot was used to examine the efficiency of siRNA (Supplementary Figure S2). We then investigated whether fluoxetine-mediated inhibition of AKT/mTOR occurred through increased ATF4. The cells were transfected with ATF4 siRNA, and levels of PERK and p-AKT/AKT and p-mTOR/mTOR were assessed after fluoxetine treatment. Compared with NC-siRNA, the expression of p-AKT/AKT and p-mTOR/mTOR recovered in ATF4-knockdown cells, and the expression was reduced after fluoxetine treatment. The expression of PERK was unchanged with transfected with ATF4 siRNA. (Figure 6G).

**FIGURE 6:**
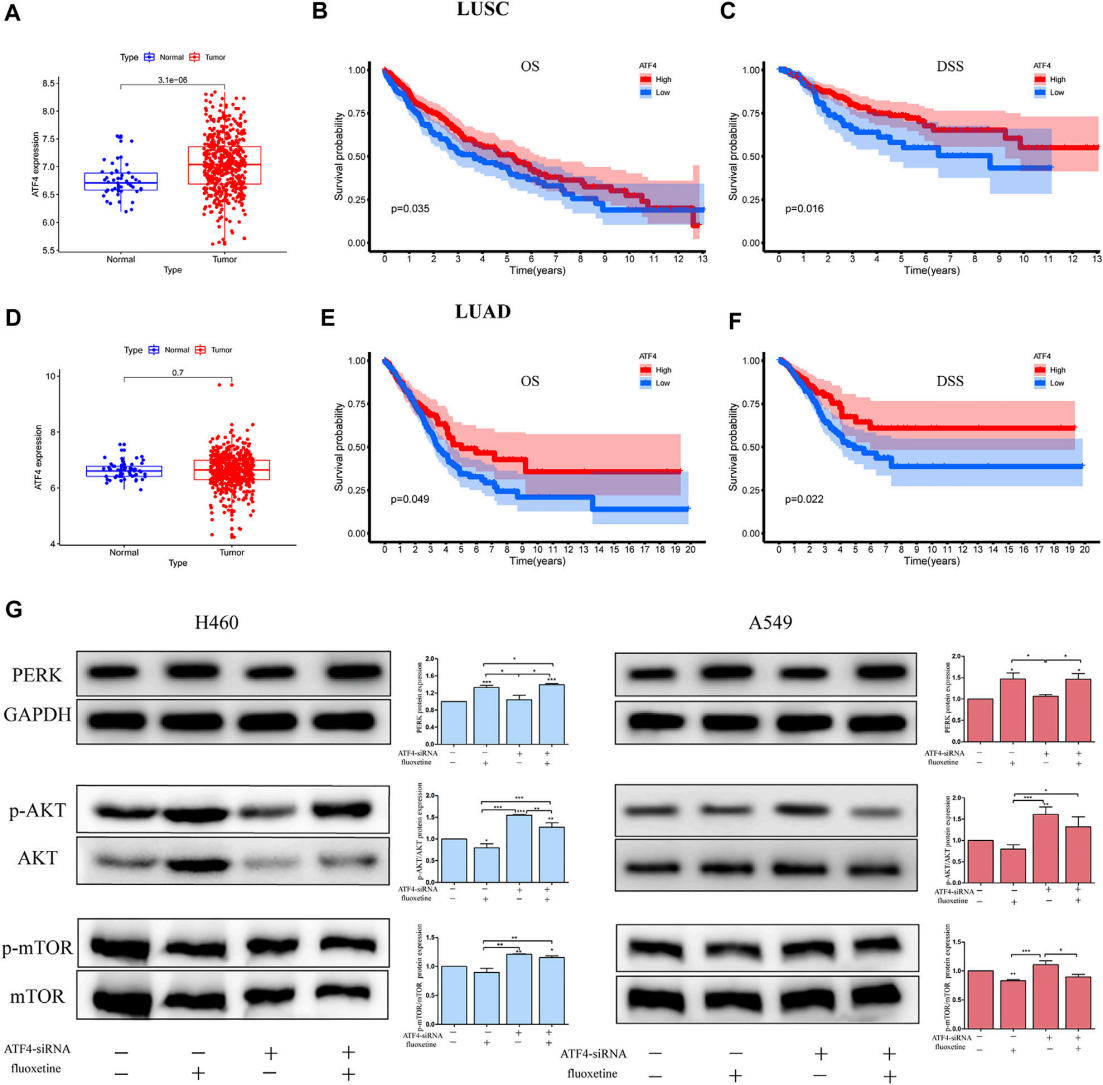
AKT/mTOR signaling pathway was regulated through ATF4 in fluoxetine treatment. **(A,D)** Expression of ATF4 in normal and tumor tissues was detected in the TCGA database. The blue spots on the left were the normal group, and the red spots on the right were the tumor group. [**(B,C)**, **(E,F)**] Survival analysis comparing high to low expression of ATF4 in lung cancer. **(G)** Expression of PERK, p-AKT/AKT and p-mTOR/mTOR in lung cancer cells transfected with ATF4 siRNA for 48 h followed by exposure to fluoxetine (20 μM) for another 24 h was tested by Western blot. The images were collected from different parts of the same gel. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

### The Fluoxetine-Induced Anticancer Effect Through the ATF4-AKT-mTOR Signaling Pathway

To analyze whether the fluoxetine induced anticancer effect through the ATF4-AKT-mTOR signaling pathway, cell proliferation, apoptosis, cell cycle, and autophagy were measured after ATF4 siRNA treatment. The CCK8 assay showed that the cell viability recovered after ATF4 knockdown (Figure 7A). The analysis of cell cycle results found that the proportion of G0/G1 phase and the expression of G0/G1 related proteins were reduced after ATF4 knockdown (Figures 7B, C, E). Moreover, the results of immunofluorescence and protein level of LC3B further confirmed that the treatment with ATF4 siRNA decreased the induction of autophagy after fluoxetine treatment (Figures 7D, E). All these data indicated that the ATF4-AKT-mTOR signaling pathway exerted a significant role in the fluoxetine-induced anticancer effect. Surprisingly, the results of apoptosis showed that the percentage of apoptosis after ATF4 knockdown were not statistically significant. This phenomenon means that fluoxetine induced apoptosis might not be through ATF4-AKT-mTOR signaling pathway (Supplementary Figure S3).

**FIGURE 7:**
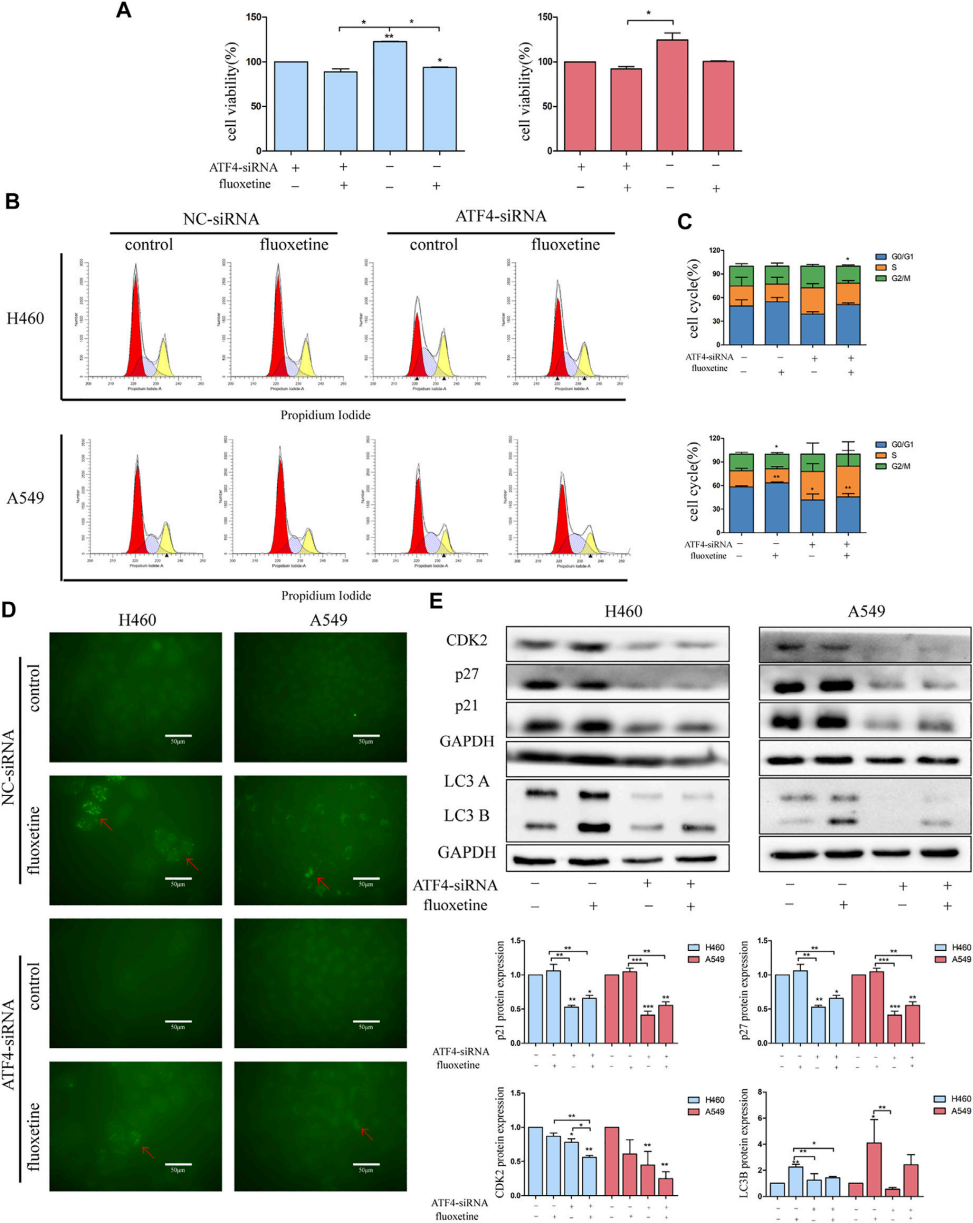
Fluoxetine-induced anticancer effect through the ATF4-AKT-mTOR signaling pathway **(A)** the cell viability in lung cancer cells transfected with ATF4 siRNA for 48 h followed by exposure to fluoxetine (20 μM) for another 24 h was assessed by CCK8. Left and right indicate H460 cells and A549 cells, respectively. **(B,C)** The distribution of the cell cycle in lung cancer cells transfected with ATF4 siRNA for 48 h followed by exposure to fluoxetine (20 μM) for another 24 h was analyzed by flow cytometry. **(D)** The autophagy in lung cancer cells transfected with ATF4 siRNA for 48 h followed by exposure to fluoxetine (20 μM) for another 24 h was observed by immunofluorescence of LC3 (green). Scale bars were 50 μm. **(E)** The expression of CDK2, p27, p21, and LC3 in lung cancer cells transfected with ATF4 siRNA for 48 h followed by exposure to fluoxetine (20 μM) for another 24 h was tested by Western blot. Left and right indicate H460 cells and A549 cells, respectively. The images were collected from different parts of the same gel. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

### Fluoxetine Exerted Anti-Tumor Effects While Not Damaging Normal Cells

The previous result showed that fluoxetine had no inhibitory effect on normal lung epithelial cells. To confirm this result further, we used flow cytometry and immunofluorescence to analyze. The results demonstrated that fluoxetine was unacted on the cell cycle and autophagy (Figures 8A–C). Western blot also revealed that the protein levels of cell cycle and autophagy were slightly changed after fluoxetine treatment (Figures 8D, E).

**FIGURE 8:**
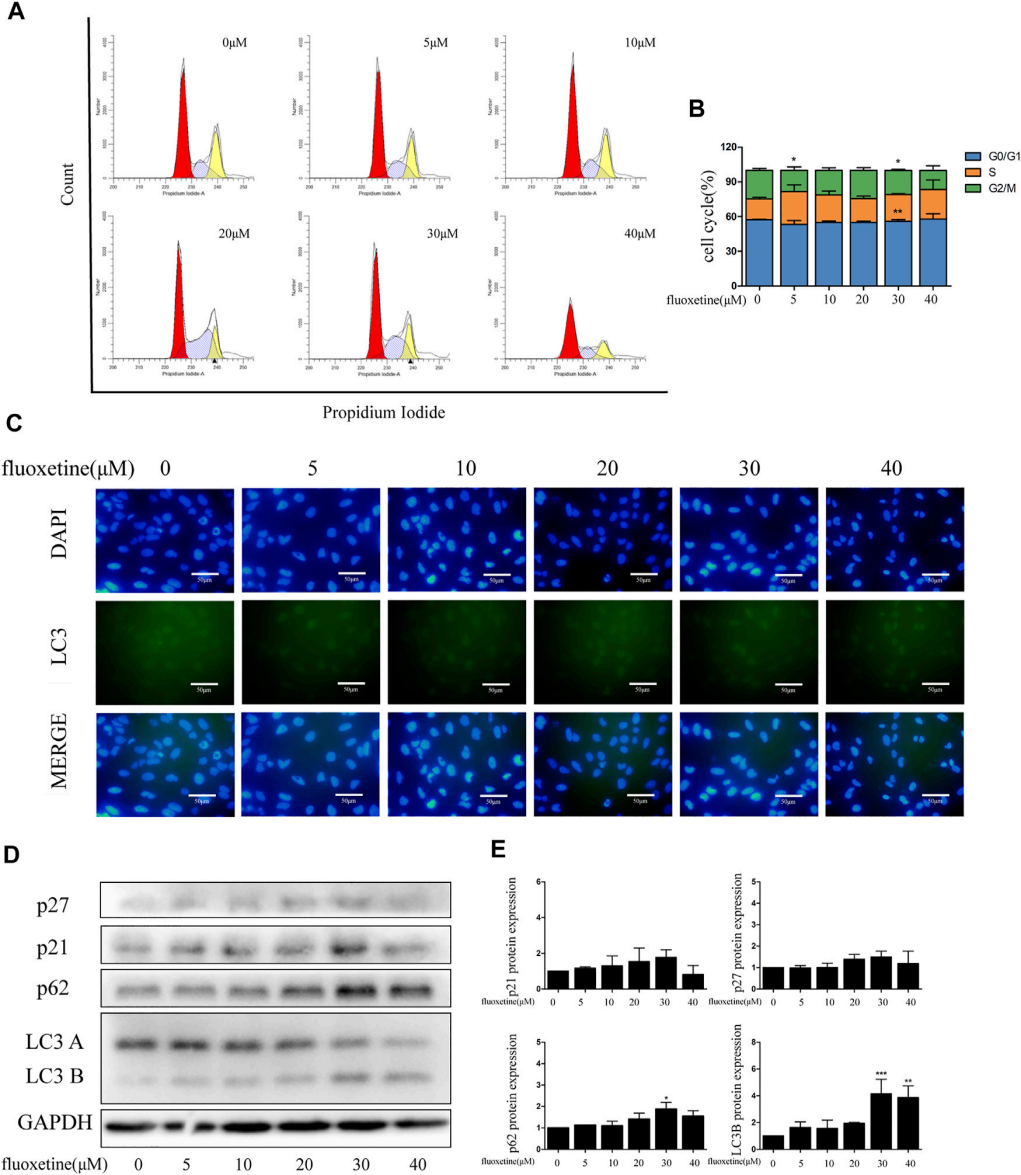
Fluoxetine exerted anti-tumor effects while not damaging normal cells. **(A–B)** Distribution of the cell cycle in normal lung epithelial cells treated with fluoxetine (0–40 μM) was analyzed by flow cytometry. **(C)** Immunofluorescence of LC3 (green) and DAPI (blue) was used to observe the autophagy. Scale bars were 50 μm. **(D–E)** Expression of p27, p21, p62, and LC3 was tested by Western blot. The images were collected from different parts of the same gel. Data are presented as mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001.

## Discussion

Depression is frequently found in the cancer patients, with higher prevalence than general population (Bortolato et al., 2017). Antidepressants are the common drugs to cure depression and also have the anticancer effect (Hsu et al., 2020). However, different antidepressants may have different impact on tumors. In our research, we discovered that fluoxetine inhibited the cell proliferation and induced autophagy of lung cancer cells H460 and A549 cells. Compared with paroxetine, we found that fluoxetine specifically inhibited the proliferation of H460 and A549 cells without influencing liver cancer cell Huh7. Then, we found that fluoxetine upregulated the proportion of G0/G1 phase and affected cell cycle-related proteins, which were consistent with the previous findings (Chen et al., 2019; Marcinkute et al., 2019).

In general, the existing anticancer drugs not only target at cancer cells but also normal cells, which will cause serious side effects, including hair loss, neurotoxicity, and cardiotoxicity (Singh et al., 2016). Therefore, developing ideal anticancer drugs that specifically target cancer cells is of great significance. More interestingly and importantly, we first found that fluoxetine hardly affected BEAS-2B. In our results, fluoxetine has less toxicity in normal lung epithelial cell.

Autophagy is a conserved catabolic process that is induced by stresses and cellular signals. The process of autophagy contains the production of double-membraned vesicles, which engulf the cellular components, forming the complex called autophagosomes (Lebovitz et al., 2015). To get further insights into the mechanisms and targets of the fluoxetine anti-tumor activity in lung cancer cells, we found that fluoxetine induced autophagy. For the first time paying attention to the autophagy induced by fluoxetine in lung cancer cells, we further detect the expression of autophagy-related proteins. P62, also called sequestosome-1 (SQSTM1), is a crucial regulator in autophagy (Liu et al., 2016). p62 interacts with LC3 to form autophagosome, ultimately fusing with lysosome and degradation (Pankiv et al., 2007). Therefore, the level of p62 can reflect the activity of lysosomes. In our study, both p62 and LC3B increased with fluoxetine concentrations. We further explored the effect of fluoxetine on autophagy. The results of Immunofluorescence and western blot showed that CQ increased the level of LC3B and p62 after combined with fluoxetine, and 3-MA decreased the expression. Autophagy can be regulated by affecting the formation of autophagosome and subsequent degradation. Therefore, the accumulation of autophagy may represent the induction of autophagy or inhibition of degradation. LC3 turn over assay demonstrated that the change in the amount of LC3 between the absence and presence of lysosome inhibitor indicates the amount of LC3 degradation in the lysosome (Mizushima et al., 2010). In the present study, the significant accumulation of LC3B in the CQ and fluoxetine group meant that fluoxetine had a role in the induction of autophagy. The increased expression of p62 in the CQ combined with fluoxetine group reflected that the presence of autophagy-dependent degradation of p62 in the fluoxetine treatment. Thus, in our study, we speculated that fluoxetine could induce autophagy, but it also destroyed the function of lysosomes to a certain extent, which led to an abnormal increase of p62.

The result of RNA-seq hinted that the CHOP had a connection with autophagy. CHOP is a marker of UPR, and UPR is an adaptive response to ER stress. Previous studies showed that some drugs can continuously induce ER stress through the UPR pathway to exert anticancer effects, which makes UPR a potential target for anti-cancer therapy (Lin et al., 2019). There are points of similarity between UPR and autophagy in cancer treatment, with low levels of activation being protective and high levels of inducing cell death. A link between UPR and autophagy has been clarified. Under ER stress, the induction of autophagy relied on the PERK–eIF2α pathway (B’Chir et al., 2013). PERK is an essential sensor for translation regulation, which increases the expression of ATF4 and CHOP during the URP (Harding et al., 2000). Moreover, the PERK-ATF4 signaling pathway was found to be activated in some cancers and the PERK-induced autophagy decreased the damage of ROS accumulation (Atkins et al., 2013). The activation of ATF4 and CHOP further induces the autophagy-related protein such as Atg5, Atg12, and Atg16L. The formation of the Atg5 complex participates in the elongation process of autophagy (B’Chir et al., 2013). We analyzed the ER stress in fluoxetine-treated cells. The UPR-related proteins such as BIP, PERK, ATF4, and CHOP were detected, the levels of these proteins all increased with the increasing concentration, indicting the activation of PERK pathway. Coupled with the result of inhibitors on autophagy-related proteins, we speculate that fluoxetine affects the expansion of autophagy by activating ATF4-CHOP pathway, and the higher expression of LC3B with CQ treatment further confirm this hypothesis. Previous research found that fluoxetine reversed depressive-like behavior in mice through PI3K/Akt/mTOR/p-ERK1/2 signaling pathways (Amin et al., 2020). Coupled with the result of KEGG, we wonder whether AKT/mTOR signaling pathway participated in the fluoxetine treatment. The activation of signaling pathway is a cascade reaction. PI3K phosphorylates AKT, and the activated AKT further phosphorylates mTOR. The results of western blot showed that the levels of p-AKT/AKT, p-mTOR/mTOR were significantly decreased, indicating the involvement of the AKT/mTOR pathway. Remarkably, the AKT/mTOR pathway was also related to the activation of ER stress. We now have confirmed that fluoxetine induced ER stress which increased ATF4, this upregulation further inhibited AKT/mTOR signaling pathway.

To our knowledge, there is no report on the study of the relationship between fluoxetine with ER stress and anticancer effect in lung cancer cells. So, it is of great importance to discover the involvement of the ATF4-AKT-mTOR signaling pathway in the anti-tumor activity of fluoxetine in lung cancer cells. By regulating p21 and p27, the AKT/mTOR influenced the cell cycle to change cell proliferation. In addition, mTOR has been recognized as a critical regulator of autophagy (Shi et al., 2019), and the AKT/mTOR pathway has also been widely reported to be related to autophagy in neurodegeneration (Heras-Sandoval et al., 2014) and cancer treatment (Xu et al., 2020). In line with these results, we further confirmed that the fluoxetine could activate the ATF4-AKT-mTOR pathway to induce cell cycle arrest and autophagy to restraint cancer cells’ growth without affecting normal cells (Figure 9).

**FIGURE 9:**
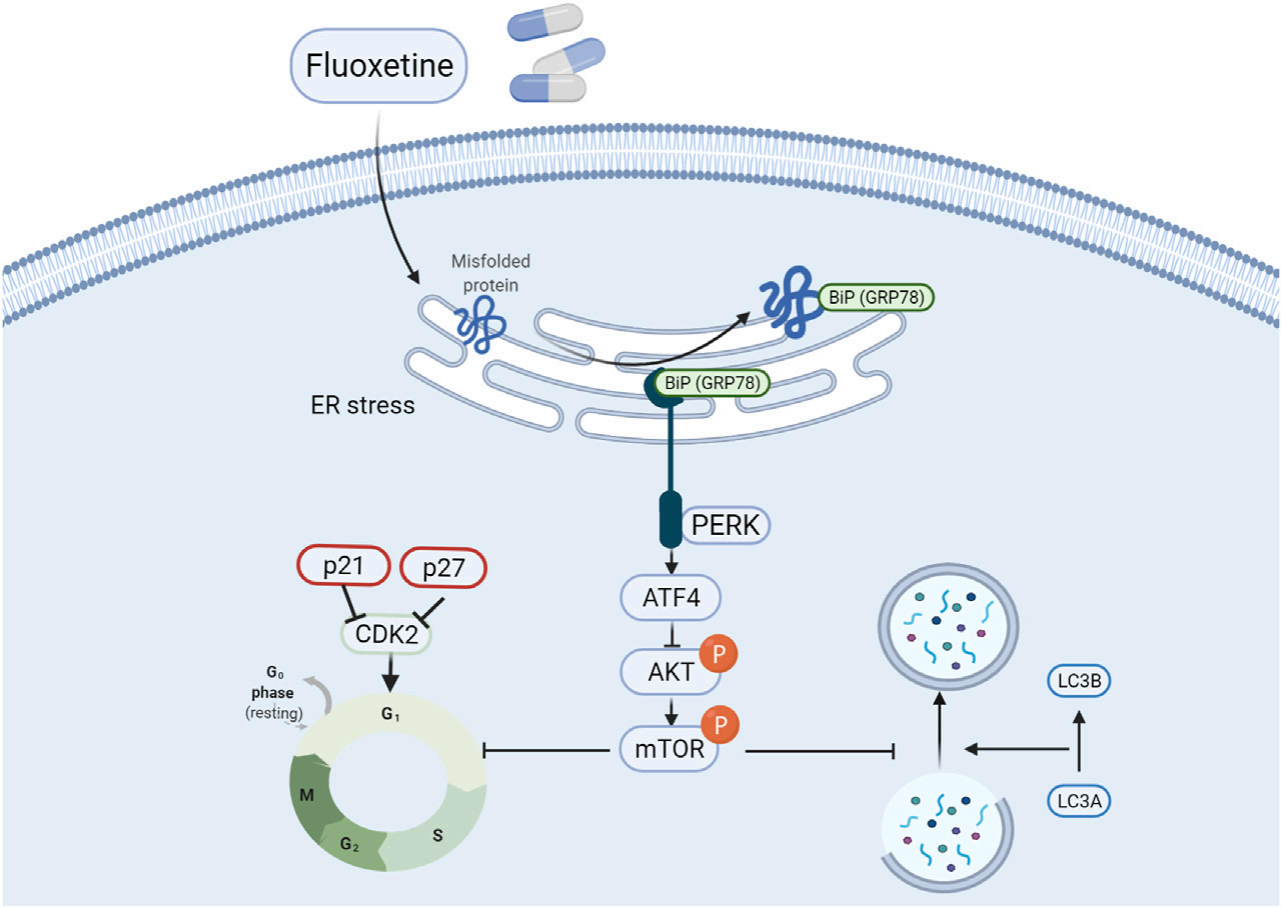
Fluoxetine induced cell cycle arrest and autophagy by triggering ATF4-AKT-mTOR signaling pathway in lung cancer cells. Briefly, fluoxetine activated the ER stress related proteins and the increased ATF4 inactivated the AKT/mTOR signaling pathway, thus leading to the cell cycle arrest at G0/G1 phase and autophagy.

Although it has been confirmed that fluoxetine has a potential anticancer effect, its molecular targets in certain cancers are quite unclear. Compared with previous reports, our results elaborate the molecular mechanism of fluoxetine in lung cancer. However, this study only proved the limited phenotypes induced by the ATF4-AKT-mTOR pathway after fluoxetine treatment, and further researches need to explore the broader functions of fluoxetine and investigate the influence of fluoxetine on multiple cell types, such as immunocytes. And based on the different effect of fluoxetine between normal cells and cancer cells, our future work will focus on the early tumor prevention with the use of fluoxetine and explore whether timely use of fluoxetine can alleviate the development of tumors in patients with depression.

## Conclusion

In conclusion, we discovered that fluoxetine exerted an anti-proliferation role in non–small lung cancer cells and induced cell cycle arrest, ER stress and autophagy by triggering ATF4-AKT-mTOR signaling pathway. More importantly, the cell-killing effect of fluoxetine had no influence on normal cells, which made it safer in the clinical therapy of lung cancer patients with depression.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/; GSE200209.

## References

[B1] AkechiT.OkuyamaT.OnishiJ.MoritaT.FurukawaT. A. (2008). Psychotherapy for Depression Among Incurable Cancer Patients. Cochrane Database Syst. Rev. 2008 (2), CD005537. 10.1002/14651858.CD005537.pub2 PMC646413818425922

[B2] AminN.XieS.TanX.ChenY.RenQ.BotchwayB. O. A. (2020). Optimized Integration of Fluoxetine and 7, 8-dihydroxyflavone as an Efficient Therapy for Reversing Depressive-like Behavior in Mice during the Perimenopausal Period. Prog. Neuropsychopharmacol. Biol. Psychiatry 101, 109939. 10.1016/j.pnpbp.2020.109939 32243998

[B3] AtkinsC.LiuQ.MinthornE.ZhangS. Y.FigueroaD. J.MossK. (2013). Characterization of a Novel PERK Kinase Inhibitor with Antitumor and Antiangiogenic Activity. Cancer Res. 73, 1993–2002. 10.1158/0008-5472.CAN-12-3109 23333938

[B4] B'ChirW.MaurinA. C.CarraroV.AverousJ.JousseC.MuranishiY. (2013). The eIF2α/ATF4 Pathway Is Essential for Stress-Induced Autophagy Gene Expression. Nucleic Acids Res. 41, 7683–7699. 10.1093/nar/gkt563 23804767PMC3763548

[B5] BertolottiA.ZhangY.HendershotL. M.HardingH. P.RonD. (2000). Dynamic Interaction of BiP and ER Stress Transducers in the Unfolded-Protein Response. Nat. Cel Biol. 2, 326–332. 10.1038/35014014 10854322

[B6] BettigoleS. E.GlimcherL. H. (2015). Endoplasmic Reticulum Stress in Immunity. Annu. Rev. Immunol. 33, 107–138. 10.1146/annurev-immunol-032414-112116 25493331

[B7] BortolatoB.HyphantisT. N.ValpioneS.PeriniG.MaesM.MorrisG. (2017). Depression in Cancer: The many Biobehavioral Pathways Driving Tumor Progression. Cancer Treat. Rev. 52, 58–70. 10.1016/j.ctrv.2016.11.004 27894012

[B8] ChenW.ZhengR.BaadeP. D.ZhangS.ZengH.BrayF. (2016). Cancer Statistics in China, 2015. CA Cancer J. Clin. 66, 115–132. 10.3322/caac.21338 26808342

[B9] ChenW. T.HsuF. T.LiuY. C.ChenC. H.HsuL. C.LinS. S. (2019). Fluoxetine Induces Apoptosis through Extrinsic/Intrinsic Pathways and Inhibits ERK/NF-κB-Modulated Anti-apoptotic and Invasive Potential in Hepatocellular Carcinoma Cells *In Vitro* . Int. J. Mol. Sci. 20 (3), 757. 10.3390/ijms20030757 PMC638694630754643

[B10] DeyS.SayersC. M.VerginadisI. I.LehmanS. L.ChengY.CernigliaG. J. (2015). ATF4-dependent Induction of Heme Oxygenase 1 Prevents Anoikis and Promotes Metastasis. J. Clin. Invest. 125, 2592–2608. 10.1172/JCI78031 26011642PMC4563676

[B11] DuW. W.YangW.LiuE.YangZ.DhaliwalP.YangB. B. (2016). Foxo3 Circular RNA Retards Cell Cycle Progression via Forming Ternary Complexes with P21 and CDK2. Nucleic Acids Res. 44, 2846–2858. 10.1093/nar/gkw027 26861625PMC4824104

[B12] GinsburgA. (2008). Cancer-related Depression and Potential Pharmacologic Therapies. Proc (Bayl Univ Med Cent) 21, 439–441. 10.1080/08998280.2008.11928449 18982092PMC2566922

[B13] HardingH. P.ZhangY.BertolottiA.ZengH.RonD. (2000). Perk Is Essential for Translational Regulation and Cell Survival during the Unfolded Protein Response. Mol. Cel. 5, 897–904. 10.1016/s1097-2765(00)80330-5 10882126

[B14] Heras-SandovalD.Pérez-RojasJ. M.Hernández-DamiánJ.Pedraza-ChaverriJ. (2014). The Role of PI3K/AKT/mTOR Pathway in the Modulation of Autophagy and the Clearance of Protein Aggregates in Neurodegeneration. Cell. Signal. 26, 2694–2701. 10.1016/j.cellsig.2014.08.019 25173700

[B15] HopwoodP.StephensR. J. (2000). Depression in Patients with Lung Cancer: Prevalence and Risk Factors Derived from Quality-Of-Life Data. J. Clin. Oncol. 18, 893–903. 10.1200/JCO.2000.18.4.893 10673533

[B16] HsuL. C.TuH. F.HsuF. T.YuehP. F.ChiangI. T. (2020). Beneficial Effect of Fluoxetine on Anti-tumor Progression on Hepatocellular Carcinoma and Non-small Cell Lung Cancer Bearing Animal Model. Biomed. Pharmacother. 126, 110054. 10.1016/j.biopha.2020.110054 32145588

[B17] JangJ. H.KimY. J.KimH.KimS. C.ChoJ. H. (2015). Buforin IIb Induces Endoplasmic Reticulum Stress-Mediated Apoptosis in HeLa Cells. Peptides 69, 144–149. 10.1016/j.peptides.2015.04.024 25958204

[B18] JanssensS.PulendranB.LambrechtB. N. (2014). Emerging Functions of the Unfolded Protein Response in Immunity. Nat. Immunol. 15, 910–919. 10.1038/ni.2991 25232821PMC4388558

[B19] KourokuY.FujitaE.TanidaI.UenoT.IsoaiA.KumagaiH. (2007). ER Stress (PERK/eIF2alpha Phosphorylation) Mediates the Polyglutamine-Induced LC3 Conversion, an Essential Step for Autophagy Formation. Cell Death Differ 14, 230–239. 10.1038/sj.cdd.4401984 16794605

[B20] LebovitzC. B.DevorkinL.BoscD.RotheK.SinghJ.BallyM. (2015). Precision Autophagy: Will the Next Wave of Selective Autophagy Markers and Specific Autophagy Inhibitors Feed Clinical Pipelines? Autophagy 11, 1949–1952. 10.1080/15548627.2015.1078962 26506897PMC4824567

[B21] LeeC. S.KimY. J.JangE. R.KimW.MyungS. C. (2010). Fluoxetine Induces Apoptosis in Ovarian Carcinoma Cell Line OVCAR-3 through Reactive Oxygen Species-dependent Activation of Nuclear Factor-kappaB. Basic Clin. Pharmacol. Toxicol. 106, 446–453. 10.1111/j.1742-7843.2009.00509.x 20050848

[B22] LevkauB.KoyamaH.RainesE. W.ClurmanB. E.HerrenB.OrthK. (1998). Cleavage of p21Cip1/Waf1 and p27Kip1 Mediates Apoptosis in Endothelial Cells through Activation of Cdk2: Role of a Caspase cascade. Mol. Cel. 1, 553–563. 10.1016/s1097-2765(00)80055-6 9660939

[B23] LinY.JiangM.ChenW.ZhaoT.WeiY. (2019). Cancer and ER Stress: Mutual Crosstalk between Autophagy, Oxidative Stress and Inflammatory Response. Biomed. Pharmacother. 118, 109249. 10.1016/j.biopha.2019.109249 31351428

[B24] LiuW. J.YeL.HuangW. F.GuoL. J.XuZ. G.WuH. L. (2016). p62 Links the Autophagy Pathway and the Ubiqutin-Proteasome System upon Ubiquitinated Protein Degradation. Cell. Mol. Biol. Lett. 21, 29. 10.1186/s11658-016-0031-z 28536631PMC5415757

[B25] MarcinkuteM.AfshinjavidS.FatokunA. A.JavidF. A. (2019). Fluoxetine Selectively Induces P53-independent Apoptosis in Human Colorectal Cancer Cells. Eur. J. Pharmacol. 857, 172441. 10.1016/j.ejphar.2019.172441 31181210

[B26] MitchellA. J.ChanM.BhattiH.HaltonM.GrassiL.JohansenC. (2011). Prevalence of Depression, Anxiety, and Adjustment Disorder in Oncological, Haematological, and Palliative-Care Settings: A Meta-Analysis of 94 Interview-Based Studies. Lancet Oncol. 12, 160–174. 10.1016/S1470-2045(11)70002-X 21251875

[B27] MizushimaN.YoshimoriT.LevineB. (2010). Methods in Mammalian Autophagy Research. Cell 140, 313–326. 10.1016/j.cell.2010.01.028 20144757PMC2852113

[B28] PankivS.ClausenT. H.LamarkT.BrechA.BruunJ. A.OutzenH. (2007). p62/SQSTM1 Binds Directly to Atg8/LC3 to Facilitate Degradation of Ubiquitinated Protein Aggregates by Autophagy. J. Biol. Chem. 282, 24131–24145. 10.1074/jbc.M702824200 17580304

[B29] SenftD.RonaiZ. A. (2015). UPR, Autophagy, and Mitochondria Crosstalk Underlies the ER Stress Response. Trends Biochem. Sci. 40, 141–148. 10.1016/j.tibs.2015.01.002 25656104PMC4340752

[B30] ShenY.YangJ.ZhaoJ.XiaoC.XuC.XiangY. (2015). The Switch from ER Stress-Induced Apoptosis to Autophagy via ROS-Mediated JNK/p62 Signals: A Survival Mechanism in Methotrexate-Resistant Choriocarcinoma Cells. Exp. Cel Res. 334, 207–218. 10.1016/j.yexcr.2015.04.010 25912909

[B31] ShiB.MaM.ZhengY.PanY.LinX. (2019). mTOR and Beclin1: Two Key Autophagy-Related Molecules and Their Roles in Myocardial Ischemia/reperfusion Injury. J. Cel. Physiol. 234, 12562–12568. 10.1002/jcp.28125 PMC1348413530618070

[B32] SinghS.SharmaB.KanwarS. S.KumarA. (2016). Lead Phytochemicals for Anticancer Drug Development. Front. Plant Sci. 7, 1667. 10.3389/fpls.2016.01667 27877185PMC5099879

[B33] SongS.TanJ.MiaoY.ZhangQ. (2018). Crosstalk of ER Stress-Mediated Autophagy and ER-Phagy: Involvement of UPR and the Core Autophagy Machinery. J. Cel. Physiol. 233, 3867–3874. 10.1002/jcp.26137 28777470

[B34] StepulakA.RzeskiW.SifringerM.BrockeK.GratoppA.KupiszK. (2008). Fluoxetine Inhibits the Extracellular Signal Regulated Kinase Pathway and Suppresses Growth of Cancer Cells. Cancer Biol. Ther. 7, 1685–1693. 10.4161/cbt.7.10.6664 18836303

[B35] WalkerM. S.ZonaD. M.FisherE. B. (2006). Depressive Symptoms after Lung Cancer Surgery: Their Relation to Coping Style and Social Support. Psychooncology 15 (8), 684–693. 10.1002/pon.997 16302291

[B36] XuZ.HanX.OuD.LiuT.LiZ.JiangG. (2020). Targeting PI3K/AKT/mTOR-mediated Autophagy for Tumor Therapy. Appl. Microbiol. Biotechnol. 104, 575–587. 10.1007/s00253-019-10257-8 31832711

[B37] YaoW.LinZ.ShiP.ChenB.WangG.HuangJ. (2020). Delicaflavone Induces ROS-Mediated Apoptosis and Inhibits PI3K/AKT/mTOR and Ras/MEK/Erk Signaling Pathways in Colorectal Cancer Cells. Biochem. Pharmacol. 171, 113680. 10.1016/j.bcp.2019.113680 31669234

How the deposited data were processed for this re-analysis (not part of the article)

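Gene expression was measured by RNA sequencing in H460 cells, in 3 control libraries and 3 libraries of cells treated with 20 µM fluoxetine for 24 h. Sample groups and replicate numbers were taken from the deposited sample descriptions and the paper's methods. The dose comes from those descriptions, since the methods give it only as the corresponding concentration.

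The authors deposited 1 table with the raw count of reads on each of 31762 genes in each library, without normalization or pooling of replicates. Genes without a count in any library are absent from it. The same table holds the authors' log2 fold change of fluoxetine over control, and the authors' p-value and adjusted p-value of that comparison, and the methods name DESeq2 for the volcano plot. The adjusted p-value deposited there is exactly 1 for 18090 genes. The deposited log2 fold changes had a Pearson correlation of 0.999989 across genes with those of a DESeq2 fit to the deposited counts. Genes are not independent replicates. Alignment, counting and annotation are not named in the paper's text. Gene positions were compared with GENCODE release 29, which holds 31635 of the genes. A symbol is shared by several identifiers for 1643 genes, and where a list named such a symbol the identifier with the most counts was used.

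The counts as deposited were tested in R 4.3.3 with edgeR 4.0.16, by its quasi-likelihood test (glmQLFit and glmQLFTest), TMM normalization, no covariate, and Benjamini-Hochberg adjustment over the 15646 genes kept by filterByExpr. A gene was called differentially expressed at an adjusted p-value under 0.05 and a fold change of at least 2, and the counts at an unadjusted p-value under 0.05 are given beside it. Levels are in CPM after TMM normalization, with the SD over 3 libraries. The depth lay between 16157507 and 27823667 counts per library, at which 3 counts are worth 0.108 to 0.186 CPM. No named gene had a group with all libraries at or under 3 counts.

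Pathways of 10 to 500 tested genes were taken from the deposited annotation and tested by a one-sided Fisher's exact test against the tested genes with any pathway annotation, with adjustment over the pathways that held at least 1 differentially expressed gene. Shifts of whole gene lists were tested with camera from limma 3.58.1 on log2 CPM (prior count 2, preset inter-gene correlation 0.01), over 17 lists that were written by hand from general knowledge before the data were examined. Those of the 8 pathways of Figure 5B hold every gene that the deposited annotation places in the pathway. For terpenoid backbone biosynthesis, circadian rhythm and lysosome they hold no other gene of the deposited table. Shifts of these lists therefore test the same pathways again. The other lists are not those of KEGG or of the paper. The lists are the 8 pathways of Figure 5B, autophagy-related genes, ATF4 target genes, genes of ER chaperones and ER-associated degradation, SREBP2 and cholesterol uptake genes outside the KEGG sterol pathways, LXR target genes, G1/S and mitosis genes, p53 target genes, NRF2 target genes and TFEB target genes.

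The genes named were fixed by a rule before the data were examined. It covers the genes the paper measures or discusses, the 5 largest rises and 5 largest falls among differentially expressed genes whose groups did not overlap, up to 10 differentially expressed genes of each pathway of Figure 5B, and up to 5 of each further list, by smallest p-value. Of the genes that the rule covers, 2 are not reported here. Genes named outside the rule are marked where they appear or are neighbours that overlap a named gene.

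The alternatives set before the data were examined were DESeq2 1.42.0, limma-voom, RLE normalization, library size only, no filter on low counts, at least 10 counts in every library, the replicate number as a block, and leaving out each library in turn. For the pathways they also included the genes at an unadjusted p-value, the upregulated genes alone, no minimum fold change and a background of all tested genes. For the lists they included an estimated inter-gene correlation and fry. Chosen after seeing the data were thinning each library at random to 16157507 counts, removing the trends with GC content and transcript length from each library, and testing the authors' deposited calls against all annotated genes. GC content and length were known for 99.71% of the tested genes.

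The scripts were tested on simulated counts drawn from the real means and library sizes. Of 200 genes with a planted change, edgeR called 188 (94% recovered) among 15434 tested genes with 1 false call, and it called 0 of 15430 genes where no change was planted. The list and pathway tests called the planted list and pathway and 0 of 19 unchanged ones each. Genes were drawn independently of each other, so the simulation cannot show how the list tests behave when genes are correlated. The planted gene changes were larger than those of DDIT3 and SQSTM1, and the planted list shift was larger than most list medians. Recovery of smaller changes was not tested. Western blot, flow cytometry and cell viability experiments were not analysed here.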

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

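The tests of depth and of GC content and length, for the lists and for PRUNE2, were chosen only after the data were seen. So was the permutation test of the 4 remaining TFEB genes. Groups of 3 libraries are too small to look for outlying samples, so what follows are signals in lists and genes that the paper does not analyse. The lists were written with Figure 5 known, which comes from these same libraries. Shifts of lists close to its pathways, such as the SREBP2 and TFEB lists, are therefore not independent of it. The TFEB list holds SQSTM1 and MAP1LC3B, which the paper discusses as proteins.

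TFEB target genes, which act in lysosomes and autophagy, were upregulated as a set. The median log2 fold change of the 35 tested genes was 0.64, all 35 were higher with fluoxetine, 29 had an adjusted p-value under 0.05 from edgeR and 9 passed the fold change of 2 as well. The camera adjusted p-value was 3.02e-22, or 0.0109 with an estimated inter-gene correlation and 2.61e-05 with fry. With the trends of GC content and transcript length removed the median was 0.68, against 0.0069 for all genes, and with equal depth it was 0.60, against 0.0047, which argues against either as the whole source. Most of the list lies in pathways the paper reports, since 18 of its tested genes are also in the hand-written lysosome list, 9 in the mTOR list and 7 in the autophagy list. The 4 genes outside all of them had a median of 0.42. All 4 were higher, 3 of them at an adjusted p-value under 0.05 from edgeR, and draws of 4 tested genes gave a median as high with a one-sided permutation p of 0.0192. The draws treat genes as independent, and 4 genes are too few to settle whether the shift reaches beyond those pathways. A candidate explanation is that fluoxetine activates TFEB, whose location or phosphorylation was not measured here.

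SREBP2 target genes and cholesterol uptake genes outside the KEGG sterol pathways were also upregulated. Their median log2 fold change was 0.88 over 14 tested genes, of which 14 were higher and 12 had an adjusted p-value under 0.05 from edgeR. Among them, INSIG1 had a log2 fold change of 2.40. The camera adjusted p-value was 2.87e-13, and 0.0109 with an estimated inter-gene correlation. The median was 0.87 with the GC content and length trends removed and 0.84 with equal depth, so neither accounts for the shift. A response to low cholesterol in the endoplasmic reticulum is a candidate explanation that stays open.

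The G1/S and mitosis genes were lower with fluoxetine. Their median log2 fold change was -0.37, all 45 tested genes were lower and 27 had an adjusted p-value under 0.05 from edgeR, but none of them (0) reached a fold change of 2. The camera adjusted p-value was 2.58e-17, and 0.00802 with an estimated inter-gene correlation. The median was -0.36 with the GC content and length trends removed and -0.39 with equal depth, which argues against both.

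PRUNE2 had the largest log2 fold change of all differentially expressed genes, 4.34, with 11 to 25 counts in the control libraries and 230 to 316 in the fluoxetine libraries. The genes that overlap it, PCA3 and AL359314.1, had a mean count of at most 0.33 per library, so their reads do not explain it. The log2 fold change was 4.32 with equal depth and 4.13 with the GC content and length trends removed. A biological explanation was not tested.

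Of the 218 differentially expressed genes, 35 are not protein-coding, among them 14 antisense genes, 10 lincRNA genes and 10 pseudogenes. Of these 35, 14.3% (5 genes) lie within 5 kb of a differentially expressed protein-coding gene, against 0.874% of 3202 other tested non-coding genes (one-sided Fisher's exact test, p = 2.10e-05). They were singled out after their values were seen and are SNAI3-AS1 near MVD, AC144652.1 near INSIG1, AC114947.2 near HMGCS1, AP001469.1 near LSS and RUSC1-AS1 near FDPS. Reads of the coding gene may account for these 5, and shared regulation stays open as well, since the use of strand in the counting is not known. Of the other 30, 8 (26.7%) lie within 5 kb of a protein-coding gene that changed in the same direction at an adjusted p-value under 0.05, where 11% of the 3202 lie that close to a coding gene changed in either direction. For these 8, neighbouring reads cannot be told apart from a change of their own while the use of strand is not known. The remaining 22 have no such neighbour within that distance. The pseudogenes could also hold reads of their parent genes, which was not tested.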

How the results depend on the processing

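The number of upregulated genes at an adjusted p-value stayed between 140 and 239 under all alternatives, against 195. The downregulated genes, 23, depended on the processing. They were 13 with DESeq2, 47 without a filter on low counts and 11 with at least 10 counts in every library, and from 9 to 64 across the 6 fits that each left out one library, the highest without control replicate 3 and the lowest without fluoxetine replicate 1. Downregulated genes had low counts, and the filters change which of them are tested. The cause of the other shifts was not tested. At an unadjusted p-value, 243 genes were upregulated and 46 downregulated. Without a filter these were 510 and 237. The downregulated genes were 80 with DESeq2 and 12 with at least 10 counts in every library. With each library left out, 258 to 306 genes were upregulated and 61 to 110 downregulated. Of the 162 genes called with DESeq2, 158 were among the 218, and of the 173 with at least 10 counts in every library, 168 were.

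The log2 fold change of DDIT3 kept its direction and its side of the threshold under each alternative, from 1.10 to 1.36. The mTOR signaling pathway stayed above the adjusted threshold with odds ratios between 1.61 and 4.2. Its adjusted p-value by Fisher's exact test was lowest, 0.0502, with a background of all tested genes. Between 4 and 5 pathways of Figure 5B were over-represented under the other alternatives, and 2 without a minimum fold change, where the gene list is longer by construction. Without that minimum, 47 autophagy-related genes passed in place of 5, and with each library left out 3 or 4 did, with 3 without fluoxetine replicate 2. Of the 17 lists, 14 shifted with camera, 6 with an estimated inter-gene correlation and 16 with fry. The 6 were the TFEB, SREBP2, G1/S and mitosis, steroid biosynthesis, mTOR and lysosome lists. Leaving out each library gave 8 to 14 shifted lists, the lowest without fluoxetine replicate 2.

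The numbers 1 to 3 are shared by the groups. The correlation of same-numbered libraries' deviations from their group means was 0.0297, 0.116 and 0.392 across genes. For libraries with different numbers it lay between -0.38 and 0.32. With values this spread, the correlations cannot decide whether same-numbered libraries share more than a number. The main fit assumed that they do not. With the replicate block, 237 genes were upregulated and 42 downregulated, the log2 fold change of DDIT3 was 1.24, 5 autophagy-related genes and 4 pathways of Figure 5B passed, the odds ratio of the mTOR signaling pathway was 2.79 and 14 lists shifted.

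The genes that reversed and the NRF2 list were near 0, and the LXR list, at 0.24, reversed in 1 setting. RPS6KB1 was at 0.00050 with library size only, and the LXR list at -0.0057 without a filter. With GC content and length trends removed, an alternative chosen after seeing the data, ATF6 was at -0.10, ATF4 at 0.036 and MTOR at -0.043. Across the fits that each left out one library, HSPA5 lay between -0.0014 and 0.085, MTOR between -0.025 and 0.15, RPS6KB1 between -0.13 and 0.0037 and the NRF2 list between -0.027 and 0.098. For the 78 named genes and 17 lists, the remaining changes were 6 weaker and 6 stronger for genes and 2 weaker and 1 stronger for lists under the alternatives that kept all libraries, where the lists' estimated correlation and fry are left to the counts above. With libraries left out they were 21 weaker and 2 stronger for genes and 10 weaker for lists.

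The alternatives for normalized values did not apply, since the authors deposited counts. Depth limits the genes with few counts. With every library thinned to the smallest total, also chosen after seeing the data, 181 genes were upregulated and 22 downregulated, and 182 of these 203 genes were among the 218.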

Differences from the paper's values

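The paper gives 12 downregulated genes, and 23 were found here at an adjusted p-value under 0.05 and a fold change of at least 2. Of the alternatives set before the data were examined, DESeq2 gave 13, at least 10 counts in every library 11, limma-voom 18, and the fits without control replicate 1, control replicate 2, fluoxetine replicate 1 and fluoxetine replicate 3 gave 14, 13, 9 and 17, all within 1.5 times the paper's value. RLE normalization gave 24, library size only 20, no filter on low counts 47, the replicate block 42, and the fits without control replicate 3 and fluoxetine replicate 2 gave 64 and 31, which are not. The authors' deposited table holds 153 upregulated and 12 downregulated genes at these thresholds, where the paper gives 154 and 12.

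The paper gives 8 enriched KEGG pathways, and 4 had an adjusted p-value under 0.05 here. Of the alternatives set before the data were examined, the list without a minimum fold change gave 6 pathways, of which 2 are in Figure 5B. The others gave 4 or 5. Circadian rhythm passed under 12 of the 20 settings tried, with adjusted p-values of Fisher's exact test down to 0.0116. Of the settings set before the data were examined, these were DESeq2, limma-voom, RLE normalization, no filter on low counts, at least 10 counts in every library, upregulated genes only, a background of all tested genes, and the fits without control replicate 2, fluoxetine replicate 1 and fluoxetine replicate 3. The other 2, equal depth and the authors' deposited calls, were chosen after seeing the values. Lysosome passed in the list without a minimum fold change (adjusted p = 5.54e-05). The mTOR and AMPK signaling pathways passed under none of them (0 of 20), with lowest adjusted p-values of 0.0502 and 0.0507, both with a background of all tested genes, and unadjusted p-values of 0.0128 and 0.0124 in the fit reported at the claim. With the authors' deposited calls against all annotated genes, the numbers of differentially expressed genes per pathway were 9, 7, 7, 4, 4, 7, 6 and 6 in the order of Figure 5B, where the paper shows about 9, 7, 7, 4, 4, 7, 6 and 6 (Figure 5B, read by eye). The adjusted p-values of that setting were 0.0125 for circadian rhythm, 0.0597 for mTOR signaling, 0.0702 for lysosome and 0.0687 for AMPK signaling. The paper's colour scale in Figure 5B is of adjusted p-values and shows all 8 as significant. By the unadjusted p-value of Fisher's exact test, 16 pathways passed here, among them all 8 of Figure 5B, with 0.00177 for circadian rhythm and 0.0218 for lysosome.

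Figure 5A shows CCL2, DDIT3, KLHL24 and ZFYVE1 as the autophagy-related genes that differed. These 4 passed here in the same directions, and so did SQSTM1, with a log2 fold change of 1.05. The authors' deposited table gives SQSTM1 a log2 fold change of 1.03 and an adjusted p-value of 1.30e-27. With library size only and with limma-voom, CCL2 did not pass while SQSTM1 did, so the 4 genes left are not those of Figure 5A. The list used here was written by hand and is not the paper's. Figure 5A was known when the list was written and comes from the same libraries. Finding the 4 genes of that figure again is therefore not independent of the paper.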

Other observations

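The tests on the mTOR and AMPK pathways, on DDIT3 and the ATF4 list, and on the scaling factors were chosen only after the result was seen. So were those with equal depth and with GC content and length trends removed.

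No other split of the 6 libraries into 3 against 3 gave as many differentially expressed genes. The real split was the only 1 of the 10 splits with 218 genes or more at an adjusted p-value, the other 9 giving 0 each and between 21 and 104 at an unadjusted p-value with a fold change of 2, against 289. It was also the only 1 of 10 with 4 pathways of Figure 5B over-represented (0 in the others). It was the only 1 of 10 with 14 shifted lists, but 2 other splits gave 11 and 12. With 10 splits the share cannot fall below 0.1, so chance cannot be ruled out by this count. Every other split sets 2 libraries of one group and 1 of the other against the reverse, so part of a real difference remains in it. The largest absolute median of another split was 0.28 for the TFEB list, 0.15 for the G1/S and mitosis list and 0.30 for the SREBP2 list.

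Upregulated genes outnumbered downregulated ones. The share of upregulated genes among differentially expressed ones was 89.2% with equal depth, 90.8% with GC content and length trends removed, 91.4% with library size only and 88.3% with RLE normalization, so none of these accounts for the excess. It was 76.9% without control replicate 3. Across genes, the log2 fold change had a Spearman correlation of -0.162 with GC content and 0.201 with transcript length.

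The paper reports by western blot that fluoxetine raised BIP, PERK, ATF4 and CHOP protein. Of their transcripts, HSPA5 (BIP) had a log2 fold change of 0.07 (adjusted p = 0.588 from edgeR) and ATF4 of -0.08 (adjusted p = 0.674), while EIF2AK3 (PERK) rose by 0.91 (adjusted p = 0.00101), all by edgeR's quasi-likelihood test. ERN1 had a log2 fold change of 0.42 (adjusted p = 0.0528 from edgeR), with adjusted p-values from 0.00659 to 0.236 over the alternatives, and ATF6 of 0.09 (adjusted p = 0.494 from edgeR). Before the data were examined, it was proposed that the PERK and ATF4 branch rose more than the chaperone branch. The median log2 fold change was 0.12 for 39 ATF4 target genes and 0.13 for 28 genes of ER chaperones and ER-associated degradation, a difference of -0.013 (bootstrap 95% interval -0.126 to 0.191, one-sided permutation test with 100000 permutations, p = 0.577). The interval covers small differences in either direction, so the branches cannot be told apart. Both lists shifted with camera (adjusted p = 0.0278 and 0.0175) and with fry, but not with an estimated inter-gene correlation (adjusted p = 0.152 and 0.279). The ATF4 list's median of 0.12 lies far below the 1.23 of DDIT3, which is not on that list, so the list as a whole did not shift by as much. The median covers 26 higher and 13 lower genes, and DDIT3 was already known for its rise. The comparison therefore cannot decide whether DDIT3 rose through ATF4. Among the 39 tested genes of the list, NUPR1 alone was differentially expressed.

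The paper reports that fluoxetine raised p21, p27 and LC3B, lowered CDK2 and LC3A, and arrested cells in G0/G1. Its methods list an antibody against LC3 and none for LC3A or LC3B separately. The LC3A and LC3B of its blots may thus be forms of LC3 protein rather than products of MAP1LC3A and MAP1LC3B. The transcripts of these genes therefore cannot test that result. Among the transcripts, CDKN1A (p21) had a log2 fold change of 0.20 (adjusted p = 0.192 from edgeR) and CDKN1B (p27) of 0.22 (adjusted p = 0.183). With GC content and length trends removed both passed the threshold (0.30, adjusted p = 0.00628, and 0.25, adjusted p = 0.0386, from edgeR), while over all alternatives their adjusted p-values reached 0.556 and 0.524. CDK2 had a log2 fold change of -0.54 (adjusted p = 0.00363) and MAP1LC3B of 0.43 (adjusted p = 0.00396), both below the threshold of 0.05 under each alternative and with each library left out. MAP1LC3B has a near-identical copy, so its count is uncertain. MAP1LC3A was counted 10.0 times per library on average, from 3 to 17 times in control libraries and from 6 to 19 times in fluoxetine libraries. No change was detected (log2 fold change 0.90, standard error 0.65, adjusted p = 0.407 from edgeR). ATG5, ATG12 and ATG16L1 had log2 fold changes of -0.06, 0.14 and -0.04 (adjusted p-values from 0.318 to 0.780, edgeR). Lower G1/S and mitosis genes were proposed before the data were examined to follow from the arrest, and their median of -0.37 is consistent with it.

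Reduced delivery of cholesterol to the endoplasmic reticulum would be expected to raise SREBP2 targets and lower LXR targets. The first rose, but the LXR list had a median of 0.24 over 9 genes (adjusted p = 0.456 from camera in limma), with 6 higher and 3 lower, and 1 of them, SCD, is also a gene of the fatty acid pathways. The list's adjusted p-value was 0.0237 with fry, for a rise where a fall was expected, and 0.606 with an estimated inter-gene correlation. With members moving both ways and the tests disagreeing, the LXR list leaves this hypothesis open.

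Of the 7 differentially expressed genes of the mTOR signaling pathway, 5 are also in the TFEB list. Without the TFEB list, 2 of 119 tested members were differentially expressed (odds ratio 0.93, one-sided Fisher's exact test, p = 0.637). The shared genes were known when this was computed, so it does not decide whether the excess rests on TFEB target genes, and outside that list 23 members were upregulated and 2 downregulated at an adjusted p-value under 0.05 from edgeR. For AMPK signaling without the genes of the steroid, terpenoid and fatty acid pathways, 3 of 91 were (odds ratio 2.23, one-sided Fisher's exact test, p = 0.164), which leaves open in the same way whether that excess rests on lipid synthesis genes.

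For the other hand-written lists, the median log2 fold change was 0.90 for steroid biosynthesis, 0.16 for terpenoid backbone biosynthesis, 0.17 for fatty acid metabolism and for unsaturated fatty acids, 0.13 for circadian rhythm and for mTOR signaling, 0.28 for lysosome, 0.09 for AMPK signaling and 0.10 for autophagy-related genes, with camera adjusted p-values from 4.81e-11 to 0.0152. It was -0.07 for 24 p53 target genes (adjusted p = 0.472) and 0.07 for 17 NRF2 target genes (adjusted p = 0.0831). The adjusted p-value of the NRF2 list was 0.0256 with fry and 0.301 with an estimated inter-gene correlation. With GC content and length trends removed it was 0.0131 from camera. The median of all tested genes was 0.03. Contamination with other cells and mislabelled libraries were not tested.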
